# Deletion of the tyrosine phosphatase Shp2 in Sertoli cells causes infertility in mice

**DOI:** 10.1038/srep12982

**Published:** 2015-08-12

**Authors:** Xiaopeng Hu, Zhenzhou Tang, Yang Li, Wensheng Liu, Shuang Zhang, Bingyan Wang, Yingpu Tian, Yinan Zhao, Hao Ran, Wenjie Liu, Gen-Sheng Feng, Jianwei Shuai, Haibin Wang, Zhongxian Lu

## Abstract

The male’s ability to reproduce is completely dependent on Sertoli cells. However, the mechanisms governing the functional integrity of Sertoli cells have remained largely unexplored. Here, we demonstrate that deletion of Shp2 in Sertoli cells results in infertility in mice. In Shp2 knockout mice (SCSKO), a normal population of Sertoli cells was observed, but the blood-testis barrier (BTB) was not formed. Shp2 ablation initiated the untimely and excessive differentiation of spermatogonial stem cells (SSCs) by disturbing the expression of paracrine factors. As a consequence, the process of spermatogenesis was disrupted, and the germ cells were depleted. Furthermore, Shp2 deletion impaired the cell junctions of the primary Sertoli cells and failed to support the clonal formation of SSCs co-cultured with SCSKO Sertoli cells. As expected, Shp2 restoration largely restores the cell junctions of the primary Sertoli cells and the clonal formation of SSCs. To identify the underlying mechanism, we further demonstrated that the absence of Shp2 suppressed Erk phosphorylation, and thus, the expression of follicle-stimulating hormone (FSH)- and testosterone-induced target genes. These results collectively suggest that Shp2 is a critical signaling protein that is required to maintain Sertoli cell function and could serve as a novel target for male infertility therapies.

Sertoli cells (SCs) play a critical role in the physiology and pathology of the testes in mammals. In the embryo, SCs are the first somatic cells to differentiate in the testes and are thought to direct further testes development^1^,^2^,^3^. At puberty (approximately 14 days old in mice), SCs enter into the differentiation process, which includes a cessation of proliferation, alterations in protein expression and transcription, and functional maturation^4^,^5^. Mature SCs create the blood-testis barrier (BTB) to provide microenvironments for spermatogenesis and secrete many functional products to nourish germ cells and organize the events of spermatogenesis^2^,^3^,^6^. In particular, SCs produce numerous factors (such as glial cell line-derived neurotrophic factor (GDNF), stem cell factor (SCF), fibroblast growth factor 2 (FGF2), bone morphogenic protein 4 (BMP4)) to initiate the differentiation of spermatogonial stem cells (SSCs) and maintain the balance between SSC self-renewal and differentiation^7^,^8^,^9^,^10^. Thus, any abnormalities in the population and function of SCs result in aberrant spermatogenesis and eventually infertility^1^,^2^.

SCs are a central target for the regulation of spermatogenesis^1^,^2^. In mammals, spermatogenesis employs an elaborate regulatory mechanism, which is controlled by a multitude of regulators, including hormones (such as FSH, androgen)^1^,^11^, growth factors (transforming growth factor beta (TGF-β), tumor necrosis factor alpha (TNFα), and GDNF) endotoxins, and proinflammatory cytokines^1^,^3^,^12^,^13^. Based on the structure of the testes, these extracellular regulators primarily target SCs and generate a complex network of intracellular signaling pathways (including protein kinase A and C (PKA/PKC), calcium/calmodulin, mitogen-activated protein kinase (MAPK) and phosphoinositide 3-kinase (PI3K)/Akt pathways)^12^,^14^,^15^. In particular the FSH receptor is exclusively expressed on SCs, not germ cells; thus, FSH signaling is mediated through SCs^11^. The intracellular signaling pathways in SCs were integrated to produce the terminal biological effects on spermatogenesis^1^,^2^,^12^. For example, testosterone together with TNFα and TGF-β promotes the junction integrity of the BTB^16^. FSH and testosterone activate the MAPK pathway to stimulate SC proliferation^16^,^17^. However, little information is known about how these signaling pathways are coordinated and integrated in SCs.

FSH and testosterone trigger classical and non-classical cytoplasmic signal transduction pathways^16^,^18^,^19^. The latter typically contributes to the crosstalk of signaling activated by growth factors and cytokines^12^,^19^,^20^. Receptor-associated proteins (such as PI3K, c-Src, focal adhesion kinase (FAK) and c-Yes) may play important roles in the coordination of intracellular signaling pathways in SCs^1^,^19^,^21^. The non-receptor tyrosine phosphatase Shp2 typically mediates cytokine signal transduction as a receptor-associated protein^22^,^23^. Shp2 negatively regulates several tyrosine kinase receptor signaling pathways, such as insulin, leptin, inflammatory cytokines, via its tyrosine phosphatase domain^22^,^23^. However, Shp2 also positively enhances several signaling pathways (epidermal growth factor (EGF), insulin, platelet-derived growth factor (PDGF)) by triggering Ras-Erk and PI3K/AKT cascades^22^,^23^,^24^. Based on its dual regulation in cytoplasmic signaling pathways, Shp2 regulates cell proliferation, differentiation, migration and apoptosis and plays crucial roles in organ development (e.g., heart, breast and fat), immunology, metabolism and carcinogenesis^12^,^22^,^25^,^26^,^27^,^28^. Recently, Shp2 was demonstrated to mediate estrogen signaling by interacting with the extranuclear estrogen receptor (ER) in breast cancer cells^29^, indicating that Shp2 may play a role in the crosstalk between hormones and cytokines in SCs.

Shp2 is expressed in germ cells, Leydig cells and SCs in mice testes^30^. Patients with Noonan syndrome (Shp2 gene *ptpn11* mutation) exhibit a hypospermatogenesis phenotype with reduced seminiferous tubules and immature SCs^31^. The overexpression of a constitutively active Shp2 mutant, Shp2Q79R, in primary rat SCs upregulates Erk1/2 activation and disorganizes the BTB structure^32^. These data indicated that Shp2 is involved in regulating signaling in SCs, but the physiological role of Shp2 in spermatogenesis is not fully understood. In this study, we conditionally deleted the Shp2 gene in SCs using two transgenic mouse models and found that Shp2 deficiency caused infertility, excessive differentiation of SSCs and an abnormal BTB in mice. As a result, spermatogenesis was disrupted, and the germ cells were exhausted due to excessive SSC differentiation. Our studies discovered a novel role for Shp2 in mediating effects on SCs during spermatogenesis.

## Results

### Conditional deletion of Shp2 in Sertoli cells results in infertility in mice

To address the role of Shp2 in SCs and male reproduction, we generated Shp2 conditional knockout mice using the loxp-cre system. Shp2^loxp/loxp^ mice (Shp2^f/f^) were mated with Amh-Cre mice, which expressed the Cre recombinase in SCs at embryonic 14 day (E14)^33^. Immunofluorescence staining revealed that the Shp2 protein was specifically deleted in SCs in the Shp2^f/f^/Amh-Cre mice (SCSKO) at embryonic day 18 (E18) (Fig. 1A, Shp2 protein was labeled in green, and the arrowheads indicated SCs). Additionally, Shp2 protein was clearly absent in Western blots of primary SCs, but not germ cells isolated from 14-day-old mice (Fig. 1B). As a control, the protein level of Wilms tumor 1 (Wt1) was not altered. Then, we evaluated the impact of Shp2 deletion in SCs on male fertility using a successive breeding assay (see details in the Methods section). Adult SCSKO or littermate control male mice were mated with wild type female mice. The probability of observing a vaginal plug was not different between the two groups of mice (unpublished data). After a total of 40 matings, Shp2^f/f^ mice sired a total 271 pups (37 litters), whereas the SCSKO male mice did not produce any progeny (Table 1). As a confirmation, no mature sperms were found in epididymides of the SCSKO male mice (Supplemental Fig. 1). In addition, although the SCSKO mice had a normal body weight, the average weight of their testes was obviously reduced compared with littermate controls at different ages (Fig. 1C,D). Furthermore, Shp2 was also deleted in both SCs and Leydig cells using an inhibit α-Cre model (Supplemental Fig. 2A)^34^. The male knockout mice were also infertile, and the testes were small and exhibited a damaged structure (Supplemental Fig. 2B and C). These results indicated that Shp2 deficiency in SCs could injure testes development and induce male infertility in mice.

### The architecture of the seminiferous tubules is damaged and the germ cells are gradually lost in SCSKO mouse testes

To investigate the testes defects in SCSKO mice, a histological analysis of the testes was performed by hematoxylin and eosin (H/E) staining (Fig. 2A). No obvious difference in the testicular structure is noted between one-week-old Shp2^f/f^ and SCSKO mice (Fig. 2A, left images). However, at 3 weeks old, various abnormalities appeared in the seminiferous tubules of the SCSKO mice. The number of cells decreased, and the cells exhibited a disordered arrangement (Fig. 2A, left, second image on the bottom panel, arrowhead indicated). At 4 weeks old, the seminiferous tubules in the Shp2^f/f^ mice contained typical spermatogenic waves and elongated sperm (Fig. 2A, left, third image on the top panel), whereas most of the tubules (84%) in the SCSKO mice were obviously damaged and exhibited cell loss, vacuolization, a chaotic arrangement of germ cells, and the absence of elongated sperm (Fig. 2A, right, second image on the bottom panel, arrowhead indicated). At 16 weeks old, the control testes exhibited fully developed tubules, which had an enlarged cavity and contained multiple types of germ cells (Fig. 2A, right top image). In contrast, the seminiferous tubules in the SCSKO mice were heavily destroyed. Some tubules (approximately 31%) lost all of the germ cells, became significantly thinner and contained only SCs (Fig. 2A, right bottom image, arrowhead), which is similar to a SC-only phenotype. In addition, interstitial Leydig cell hyperplasia was observed in the SCSKO mice.

Then, cellular apoptosis in the testes was analyzed with terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) staining (positive cells are green). The apoptotic cells in the testes of three-week-old SCSKO mice were moderately increased (Fig. 2B), but the increase did not reach significance (Fig. 2C) compared with Shp2^f/f^ mice. However, the testes of knockout mice contained more apoptotic cells than the control testes at 4 weeks old (Fig. 2B,C). Furthermore, we measured the population of SCs using Wt1 as a tag (positive cells are green)^35^ and found that the number of SCs in the SCSKO mice did not differ from the control mice (Fig. 2D,E). These results suggested that Shp2 deletion in SCs at an early stage of development had no influence on the SC population but may disturb the functional maturation of SCs.

### Shp2 is required for the functional blood-testis barrier

Mature SCs first created the BTB to support spermatogenesis^1^,^2^. BTB integrity was evaluated by using a biotin tracer to determine whether assembly of the BTB was impaired by Shp2 deletion^36^. The biotin tracer solution was injected into the interstitium of the testes in 2-week-old mice. After 2 hours, the animals were euthanized, and the biotin signals in testis sections were detected using a confocal microscopy. In the Shp2^f/f^ male mice, the biotin tracers were restricted to the interstitial space and the basal compartment (Fig. 3A, red color in the left image), whereas the biotin tracer penetrated into the adluminal compartment in most of seminiferous tubules (77%) in the SCSKO males (Fig. 3A, asterisk indicates the red color in the right image). These observations suggested that the BTB permeability was increased and the formation of the BTB was disturbed in SCSKO mice.

Then, we examined the expression and location of various junction proteins essential for normal BTB assembly, including connexin 43 (Cx43)^37^, claudin11^38^ and junctional adhesion molecule A (JAMA)^39^. In normal mice, the BTB was formed at approximately 2 weeks old, and the junction proteins Cx43, claudin11 and JAM-A were arranged as a regular cycle, which divided the seminiferous tubules into two parts (basal and adluminal compartment) (Fig. 3B, left images). However, these junction proteins displayed aberrant localization and were dispersed over the entire tubules in SCSKO mice. In addition, claudin11 and Cx43 expression was significantly increased, but JAMA expression was significantly reduced (Fig. 3B, right images). Together, these observations suggested that Shp2 deletion inhibited the original assembly of the BTB.

Because the number of SCs was not affected by Shp2 deficiency, the disarranged BTB may result from dysfunctional SCs. To fully understand the effect of Shp2 deletion on SC function, we screened gene expression profiles in the mouse testes at embryonic day 16.5 (E16.5), postnatal day 3 (D3), 1 week (1W) and 2 weeks (2W) (the data have been submitted to GEO, GSE68829) (Supplemental Fig. 3). 

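Whole testes of SCSKO mice (Shp2f/f with Amh-Cre, which removes Shp2 in Sertoli cells) and of Shp2f/f mice were compared on 8 Affymetrix mouse arrays, 1 per genotype at E16.5, D3, 1W and 2W. A whole testis holds Sertoli cells, germ cells, and the Leydig, peritubular, vascular and immune cells outside the tubules, so each value is a sum over all of them. Ptpn11, the gene that encodes Shp2, differed between SCSKO and Shp2f/f by -0.13 at E16.5, -0.34 at D3, -0.10 at 1W and 0.06 at 2W on the log2 scale. The sources used here do not give the position of its probe sets relative to the floxed part of the gene, and the other cells of the testis keep Shp2, so this value checks the genotype labels in neither direction. The arrays grouped by age: at all 4 ages the nearest neighbour of each array was the other genotype of the same age. Pearson's r across genes was 0.992 to 0.997 between the genotypes of an age and 0.947 to 0.994 between ages.
The authors deposited 1 value per probe set on a linear intensity scale, between 3.05 and 18038, and their processing notes name RMA (robust multi-array average), with no version. The median intensity of an array was 28.3 to 29.9. The paper's methods give TRIzol for the isolation of RNA, whereas the sample labels give the RNeasy Mini Kit, and the number of animals behind an array is not given in the sources used here. From the deposited values, log2 was taken and the SCSKO value was set against the Shp2f/f value of the same age. Of 45101 probe sets, 34958 had 1 gene symbol in the platform annotation, 932 had several and 9211 had none. Each gene was represented by its probe set with the highest mean over the 8 arrays. With 1 array per genotype and age there was no error between animals and no test within an age, so differences are given as sizes. Their spread over genes (robust SD, log2) was 0.20 at E16.5, 0.14 at D3, 0.18 at 1W and 0.23 at 2W. The median of a gene list was placed among 10000 random lists of the same size matched on mean expression in 20 bins, which describes these arrays only.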

The expression of approximately four hundred genes was altered by Shp2 ablation in SCs at 14 days old when the BTB was initially formed. In these altered genes, the genes from signaling pathways for cell adhesion, focal adhesions, tight junctions and gap junctions were enriched (Supplemental Fig. 4), including junction genes (Cx43, JAMA, claudin11, claudin1, claudin5) and BTB regulators (matrix metalloproteinase 2 (MMP2), MMP17, intercellular adhesion molecule 1 (ICAM1) and tissue-type plasminogen activator (TPA))^40^,^41^,^42^ (Fig. 3C, left table). 

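At 2W, 265 genes were at least 2-fold apart, 67 of them higher and 198 lower in SCSKO. Counted as probe sets, named or not, 415 of 45101 were at least 2-fold apart, 103 higher and 312 lower. Among the largest differences upward were genes of steroid synthesis and of Sertoli cells. Star, which moves cholesterol into mitochondria, went from a log2 value of 6.76 in Shp2f/f to 8.85 in SCSKO, and Cyp17a1, an enzyme of androgen synthesis, from 9.45 to 11.01. Rhox5, an androgen-regulated homeobox gene of Sertoli cells, read 7.90 in Shp2f/f and 9.92 in SCSKO, and Galc, a lysosomal galactosidase, 3.60 and 5.63. Map3k21, Camk2n2, Btnl10, Zcchc18, Trank1, Wnk3, Marco and Nat8f5 were higher in SCSKO by 1.38 to 1.96 on the log2 scale. The largest differences downward included contractile genes of smooth muscle, with Actg2 at 9.39 in Shp2f/f and 7.06 in SCSKO and Cnn1 at 8.98 and 6.92. Dner, a transmembrane Notch ligand, read 8.11 and 5.75, Prg4 (lubricin) 6.79 and 4.46, and the cardiac troponin gene Tnnt2 9.64 and 7.39. Pdcl2, Slc26a3, Glb1l3, Retnla, Sfrp2, Spink10 and Vsig4 differed by -1.91 to -2.21. Of these genes, Galc, Marco, Tnnt2 and Slc26a3 also had dimmer probe sets on the other side, and as the mean of their probe sets Galc (0.58), Marco (0.69) and Slc26a3 (-0.86) were not 2-fold apart. The poly-A control spikes read 7.12 in Shp2f/f and 6.59 in SCSKO at 2W, further apart than at any other age, and the 3' minus 5' value of the Gapdh control was 0.13 and 0.23. At D3 that Gapdh value was 0.02 in Shp2f/f and 0.12 in SCSKO. Whether RNA amount or quality adds to the differences at 2W or D3 was not tested.
Cell type lists moved in opposite directions at 2W. Of 34 Sertoli cell genes, 30 were higher in SCSKO, with a list median of 0.32 that lay above all 10000 random lists. Amh was higher by 1.16 and Dhh by 1.02. Of 16 Leydig cell genes, 10 were higher (median 0.19, percentile 99.98), but the steroid-metabolizing genes Akr1c14 (-1.15) and Hsd11b1 (-1.11) of this list were at least 2-fold lower. Of 24 macrophage and other leukocyte genes, 16 were higher (median 0.15, percentile 99.8). Of 14 genes of peritubular myoid cells, 12 were lower, with a median of -0.67. Of 21 endothelial genes, 19 were lower, with a median of -0.47. Genes of the serous lining that covers the testis, a list written after these differences were seen, were all lower (12 of 12, median -1.38). The peritubular, endothelial and serous lining medians each lay below all 10000 random lists. Among genes at least 2-fold apart and with another probe set at or above the array's median, 57 of 60 had all such probe sets on the same side.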

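Matrix and focal adhesion genes were mostly lower in SCSKO at 2W. Of 62 genes for collagens, laminins and other matrix proteins, 54 were lower (median -0.39), and 9 were at least 2-fold apart, all of them lower, where 0.810 were expected from matched random lists. The largest difference was in Tnc (tenascin C), and Col8a1 differed by -1.52, Fmod (fibromodulin) by -1.49 and Col14a1 by -1.24. Of 48 integrin and focal adhesion genes, 37 were lower (median -0.29), and 4 were at least 2-fold apart, all of them lower, where 0.649 were expected. These were the integrin subunits Itga8 (-1.62), Itga1 (-1.26) and Itga7 (-1.01) and the actin-binding gene Nexn (-1.14). Both medians lay below all 10000 random lists, and these lists moved with the contractile genes of peritubular cells described above. At E16.5 the medians of the matrix and focal adhesion lists were 0.16 and 0.12, above all 10000 random lists. In Reactome sets, extracellular matrix organization had 18 of 235 genes at least 2-fold apart (3.19 expected), 17 of them lower, and integrin cell surface interactions had 7 of 77, all lower (1.18 expected). Of 63 genes of cell junction organization, 1 (Cldn1) was at least 2-fold apart, where 0.984 were expected, and 11 were at 1.5-fold, where 4.11 were expected.
The 10 genes of Fig. 3C all lay on the side the paper gives, and 3 of them were at least 2-fold apart (Cldn1, Cldn15 and Tes), but with the mean of probe sets only Cldn15 was. The paper chose these genes on these arrays, so the tally is not independent evidence of their direction. The claudins of tight junction strands read, in Shp2f/f and SCSKO, 8.42 and 7.30 for Cldn1, 8.63 and 7.75 for Cldn5, 5.18 and 4.43 for Cldn8, 6.36 and 5.44 for Cldn10, and 6.28 and 5.02 for Cldn15 (log2). Cldn1 differed by -1.12 at its brightest probe set and by -0.38 as the mean of its 4 probe sets. Tes, an actin-associated protein of cell contacts, read 7.27 and 5.96, and the mean of its probe sets differed by -0.97. Gja1 (Cx43), the main gap junction protein of Sertoli cells, was higher, at 10.73 and 11.37. The matrix metalloproteinase genes Mmp2 and Mmp17 read 10.74 and 9.77, and 6.61 and 5.83. Icam1 read 7.58 and 6.80. For the genes that the text names besides these, F11r (JAMA) differed by -0.42, Cldn11 by 0.18 and Plat (TPA) by -0.18, all nearer to 0 than the 2-fold line. Cldn5 is also a gene of endothelium, whose list was lower as a whole. Secreted proteins of the epididymis, a list written after the data were seen, were also lower at 2W (median -0.40). The median of the epididymis and duct list was not lower (0.02), with 12 of its 21 genes higher and 9 lower. Of the 21, 3 were at least 2-fold lower and 0 higher, where 0.356 were expected. At 1W, when both lists were higher, Cldn8 (2.33), Cldn10 (0.63) and Cldn15 (0.30) were higher, and Cldn1 (-0.57) and Cldn5 (-0.29) lower. Whether epididymal RNA adds to the claudin differences was not tested.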

Using real-time PCR and Western blotting, we confirmed the expression of some of these genes (Fig. 3C, right panel; Supplemental Fig. 5). The integrity of the BTB primarily depended on the proper assembly of tight junctions, gap junctions and adherent junctions between SCs or between SCs and germ cells. These data suggested that Shp2 deletion blocked the normal BTB assembly by disturbing the expression and location of junction proteins in SCs.

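The medians of the junction lists lay close to 0 at 2W, with members on both sides. Of 47 tight junction genes, 23 were higher and 24 lower (median -0.03, percentile 25.9). Of these, 3 were at least 2-fold apart where 0.809 were expected (percentile 97.3): Cldn1 and Cldn15 were lower, and Cgn (cingulin, a plaque protein that binds ZO proteins) was higher by 1.02. The 2 probe sets of Cgn lay on opposite sides, with a mean of 0.47, and neither Cldn1 nor Cgn was 2-fold apart as the mean of its probe sets. Among 16 connexin and pannexin genes, 8 were higher and 8 lower (median -0.00, percentile 36.6), and none was 2-fold apart. Of 29 genes of adherens junctions and ectoplasmic specializations, 13 were higher and 16 lower (median -0.06, percentile 16.4), and Tes alone was 2-fold apart, at its brightest probe set. Desmosomal genes had a median of -0.12 over 13 genes (percentile 6.03). Of 35 genes for matrix proteases, plasminogen activators and their inhibitors, 16 were higher and 19 lower (median -0.01, percentile 40.6). Immunoglobulin-type adhesion molecules had a median of -0.05 over 33 genes (percentile 18.5). At 1.5-fold the lists held more genes than expected from matched random lists, with 8 tight junction genes (3.46 expected), 4 connexin and pannexin genes (0.858), 5 adherens junction genes (1.88) and 7 protease and inhibitor genes (2.09). Focal adhesion and matrix genes were the adhesion lists whose medians stood apart from random lists. With the mean of each gene's probe sets the tight junction and adherens junction medians turned to 0.021 and 0.045, and over the 4 connexin and pannexin genes at or above the array's median the median was -0.27. Arrays of whole testis give RNA levels and not the place of a protein. From the altered junction genes of the arrays, together with the blots and the staining of junction proteins, the paper proposes that deletion of Shp2 blocks assembly of the BTB by disturbing the expression and location of junction proteins in Sertoli cells.

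**Figure D1:**
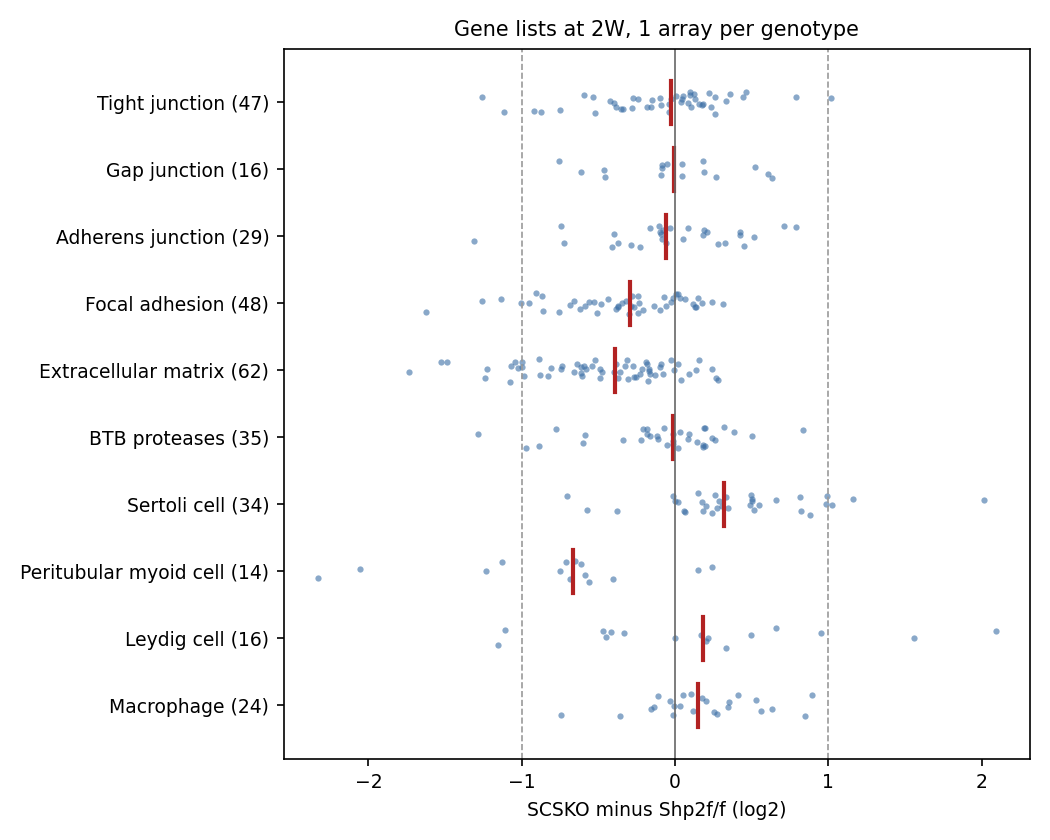
Differences between SCSKO and Shp2f/f at 2W for 10 gene lists. The horizontal axis is the log2 difference between the 2 arrays of that age, each point is 1 gene, the number of genes measured stands after each list's name, red bars mark list medians, and dashed lines mark 2-fold. The medians of the tight junction (-0.03) and gap junction (-0.00) lists lie at the line of no difference, those of focal adhesion (-0.29), extracellular matrix (-0.39) and peritubular genes (-0.67) lie to its left, and that of Sertoli cell genes (0.32) lies to its right.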

To further investigate the effects of Shp2 on BTB formation, we isolated and cultured primary SCs from mice *in vitro* and then assessed the integrity of the cell junctions using transepithelial resistance (TER) assays^43^. The electrical resistance value of the SC monolayer is increased when the cells form integrated tight junctions. In normal SCs, the electrical resistances increased with cell growth and reached a peak level on the third day (Fig. 3D, f/f and f/f+ad lines). However, the electrical resistances of the SCSKO SCs maintained a low level and did not reach the peak level during cell growth (Fig. 3D, KO and KO+ad lines). As expected, when the Shp2 protein was restored in SCSKO SCs by adenovirus infection with a constitutively active Shp2 mutant (Shp2/Q79P), the tight junction was rescued, and the electrical resistances also peaked on the third day (Fig. 3D, KO+Q79P lines). These observations indicate that the lack of Shp2 impaired the tight connections of SCs. In addition, Shp2 is a necessary protein in the Sertoli cell junctions. To our surprise, Shp2 hyperactivity also impaired cellular connections, and the resistance value decreased when wild type SCs were infected with adenovirus containing Shp2-Q79P (Fig. 3D, f/f+Q79P lines). In addition, we analyzed the cytoplasmic signaling in SCs with or without Shp2 and found that Shp2 ablation decreased Erk phosphorylation (p-Erk) (Fig. 3E, the left second and fourth band at top first panel), but increased Akt activity (p–Akt) (Fig. 3E, the left second and fourth band at top third panel). Shp2 restoration in SCSKO SCs also recovered the level of p-Erk and reduced Akt activity (Fig. 3. E, right first band at top first or third panel). These results suggested that Shp2 governed the assembly of cell junctions by coordinating the cytoplasmic signaling pathways.

### Shp2 deletion in Sertoli cells initiates and enhances untimely SSC differentiation

Another major function of mature SCs is to appropriately initiate the differentiation of SSCs and maintain the balance between SSC self-renewal and differentiation. Any abnormalities in these processes impair SSC maintenance and spermatogenesis^1^,^2^. In adult SCSKO mice, the germ cells were depleted in many tubules, indicating that SSC maintenance may have been disrupted by Shp2 deletion in SCs. To address this question, we analyzed the proliferation and differentiation of SSCs using immunofluorescence staining with a specific biomarker. Promyelocytic leukemia zinc finger (PLZF), a marker of SSCs and undifferentiated spermatogonia^23^,^44^, was stained in testis sections from postnatal week 1 to 4 (Fig. 4A). In normal mice, the PLZF-positive germ cells were maintained at high levels at 1 to 2 weeks of age (Fig. 4A, left two images in the top panel), but were reduced as the mice grew (Fig. 4A, right two images in the top panel). The number of PLZF-positive germ cells in SCSKO mice was similar to that in Shp^f/f^ males only at 1 week of age (Fig. 4A, left first image in the bottom panel), but these numbers rapidly decreased at older ages (Fig. 4A, right three images in the bottom panel). These observations clearly demonstrate that SSC maintenance was impaired.

Then, cells were stained for a cell proliferation marker protein, PH3^13^. Although the PLZF and PH3-double labeled germ cells in SCSKO mice exhibited a small decrease, they did not reach a statistically significant difference compared with the normal mice at 2 weeks old (Fig. 4B,C, asterisk). Then, germ cell differentiation was evaluated by c-Kit staining. c-Kit is expressed from late aligned spermatogonia (A_al_) onward and promotes the transition of A_al_ into A1 spermatogonia, which is thought to be an initial step in spermatogenesis^45^. In normal mice, c-Kit was originally expressed in mice at approximately 6 days after birth and reached a high level at 2 weeks old (Fig. 4D, top panel). At that time, the c-Kit-positive spermatogonia were limited near the basal compartment by the BTB. However, in the SCSKO mice, strong Kit signals were observed at 3 days and 1 week old (Fig. 4D, left first and second image in the bottom panel). At two weeks of age, the c-Kit signals in the SCSKO mice were degraded (Fig. 4D, right image in the bottom panel). These data revealed that Shp2 deletion in SCs initiated an untimely and excessive differentiation of SSCs. Furthermore, cells were stained for stimulated by retinoic acid gene 8 (STRA8) and (synaptonemal complex protein 3) SCP3, two markers of meiotic germ cells^46^,^47^, (Fig. 5). In SCSKO mice, the STRA8- and SCP3-positive cells were significantly increased at 1 week of age (Fig. 5A,B, left two images), indicating that the differentiated SSCs triggered meiosis and moved toward spermatocytes. However, the number of meiotic cells was gradually reduced in the disrupted tubule of SCSKO mice beginning at 3 weeks old, which may be due to spermatocyte apoptosis (Fig. 5A,B, right images).

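In 3-day-old testes, 33 genes were at least 2-fold apart between the genotypes, 21 higher and 12 lower in SCSKO. Genes of germ cells entering differentiation or meiosis were among the largest differences upward. Stra8, which retinoic acid induces in germ cells before meiosis, read 4.96 in Shp2f/f and 6.37 in SCSKO (log2), and Smc1b, a cohesin subunit of meiotic chromosomes, was higher by 1.14. Slc25a31, the ADP/ATP carrier of male germ cells, was higher by 1.32, Trap1a by 1.28, Ms4a1 by 1.26 (0.60 as the mean of its 2 probe sets, which lay on opposite sides), Efcab10 by 1.17, Cidea by 1.11, Rmst by 1.10 and Uchl1, a ubiquitin hydrolase of spermatogonia, by 1.08. The largest values of all were those of the lipid carriers Apoa1 (5.36 and 7.02) and Apoa4 (4.58 and 6.22). The largest differences downward were in Spata21 (7.31 and 4.84), Glb1l3 (5.26 and 3.29), Fosb (5.80 and 4.15), Tesc (9.20 and 7.62) and Cst9, a cystatin of Sertoli cells (11.46 and 9.97). Aldh3a1, Islr2, Fos, Serpina3a, Gbp2b, Bmp5 and Dusp15 differed by -0.98 to -1.45.
Of the 12 genes of Fig. 5C, 10 lay on the side the paper gives and 5 were at least 2-fold apart, all of them higher. With the mean of probe sets 4 were, without Dazl (0.94). The paper chose them on these arrays. Sycp2 and Sycp3, of the synaptonemal complex, read 3.10 and 4.46, and 5.62 and 6.67. Sycp2 lay below the median probe set of both arrays, and without such dim genes 4 were 2-fold apart. Cdh1 (E-cadherin) read 4.40 and 5.60, and Dazl, an RNA-binding protein of germ cells, 6.46 and 7.50. Ddx4 (Vasa) was higher by 0.69 and Epcam by 0.64, while the mean of the 2 probe sets of Epcam was higher by 0.36. Oct4 (Pou5f1) was higher by 0.60. Etv5, an ETS factor that stem cell renewal requires, was lower, at 6.16 and 5.74, and the mean of its 3 probe sets differed by -0.21. Bmp7 differed by -0.09, less than the spread over genes at this age. Fgf2 differed by -0.40, but at log2 values of 3.23 and 2.83 it lay well below the median probe set of the arrays.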

Gene expression profiling in 3-day-old testes demonstrated that Shp2 deletion altered the expression of numerous genes, which enriched the genes involved in SSC maintenance, such as SCF, Oct4, Etv5, and BMP4 (Fig. 5C, left table; Supplemental Fig. 4)^7^,^9^,^48^. SCF, the c-Kit ligand, is a key factor that maintains SSCs^9^. 

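Kitl encodes stem cell factor (SCF), which Sertoli cells present to Kit on spermatogonia. At D3 its brightest probe set read 9.76 in Shp2f/f and 9.51 in SCSKO, a difference of -0.25 on the log2 scale. Its 3 other probe sets differed by -0.26, -0.26 and 0.01. The brightest probe set was also lower in SCSKO at E16.5 (-0.29) and 1W (-0.38), and higher at 2W (0.28). Kit, the receptor, differed by -0.26 at D3, from 6.54 to 6.28.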

SCF expression was increased in the testes and primary SCs from the SCSKO males (Fig. 5C and unpublished data). 

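Bmp4 had 1 probe set on the arrays. At D3 it read 7.93 in Shp2f/f and 7.80 in SCSKO, a difference of -0.13, less than the spread over genes of that pair. The difference was 0.20 at E16.5, 0.15 at 1W and -1.22 at 2W.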

BMP4, a growth factor belonging to TGF-β superfamily, is involved in spermatogonia differentiation^7^ and is highly expressed in SCSKO mice (Fig. 5C). In contrast, GDNF expression, a key factor for SSC self-renewal^8^, was not affected by Shp2 deficiency. These results demonstrated that Shp2 deletion promoted SSC loss by inducing excessive spermatogonia differentiation.

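At D3, the medians of 3 germ cell lists lay above those of random lists and the medians of 2 others, for undifferentiated spermatogonia and spermatids, did not, and the lists were not tested against each other. Of 32 genes of germ cells in general, 25 were higher (median 0.19), and 4 were at least 2-fold apart, all of them higher, where 0.0856 were expected. Besides Dazl and Trap1a these were Piwil2 (1.02) and Gtsf1 (1.02), which act in piRNA silencing of transposons. Of 16 genes of differentiating spermatogonia, 12 were higher (median 0.15), with Sohlh1, a transcription factor of early differentiation, at 0.81. Both medians lay above all 10000 random lists. Of 42 genes of meiotic prophase, 27 were higher (median 0.12, percentile 99.99), with Hormad1 at 0.74, Syce1 at 0.70, Syce3 at 0.63 and Tex12 at 0.63. In Reactome sets the shift was smaller, with medians of 0.076 for meiotic synapsis (34 genes, percentile 99.8), 0.012 for meiosis (49 genes, percentile 70.3) and -0.030 for meiotic recombination (21 genes, percentile 21.0), and 3 genes of the meiosis set were at least 2-fold apart where 0.108 were expected. Spermatid genes, whose cells are absent at this age, had a median of -0.03 over 23 genes (percentile 36.1). Of 28 genes of stem cells and undifferentiated spermatogonia, 13 were higher and 15 lower (median -0.01, percentile 54.4; 0.036 with the mean of each gene's probe sets), but the mean over the list was 0.10, and 7 genes were at least 1.5-fold apart where 0.451 were expected. Within this list Gfra1, the GDNF receptor, was higher by 0.66 and Sall4 by 0.61, and Dusp6, an ERK phosphatase, was lower (-0.68).
Genes of other lists differed between the same 2 arrays. Of 14 genes of peritubular myoid cells, 12 were lower in SCSKO (median -0.15), and cholesterol synthesis genes (-0.11), genes of p53 and apoptosis (-0.13), fat cell genes (-0.12), focal adhesion genes (-0.06), proliferation genes (-0.05) and Sertoli cell genes (-0.05) had medians at or below the percentile 0.66 of random lists. Genes that rise with ERK activity had a median of -0.24 over 26 genes, with 19 lower, and immediate early and heat shock genes, which also follow handling of tissue, had a median of -0.20 over 22 genes, with 19 lower. These lists share Fos, Fosb, Egr1, Ier2, Ier3 and Junb. Factors of the spermatogonial niche (median -0.02 over 40 genes) and genes of retinoic acid synthesis and response (median -0.00 over 20 genes) lay near 0. In lists written after the largest differences were seen, serous lining genes were lower in 10 of 12 cases (median -0.16), granule genes of neutrophils were higher in 10 of 12 cases (median 0.55), and digestive enzymes and lipid carriers of pancreas and intestine in 16 of 18 (median 0.33). The last 2 medians lay above all 10000 random lists. The paper draws on the altered genes at day 3, on protein blots, and on the staining of PLZF, Kit, STRA8 and SCP3. It reports fewer PLZF-positive cells in SCSKO at older ages. From these it concludes that deletion of Shp2 promotes loss of SSCs through excessive differentiation of spermatogonia.

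**Figure D2:**
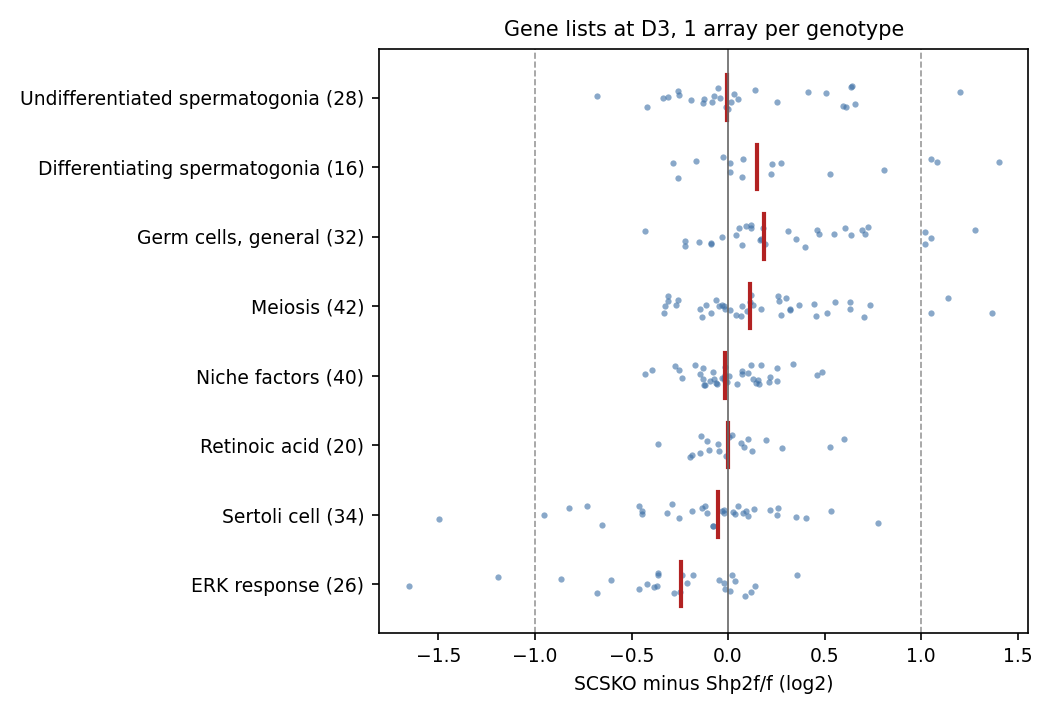
Differences between SCSKO and Shp2f/f at D3 for 8 gene lists. The horizontal axis is the log2 difference between the 2 arrays of that age, each point is 1 gene, the number of genes measured stands after each list's name, red bars mark list medians, and dashed lines mark 2-fold. The medians of differentiating spermatogonia (0.15), germ cells in general (0.19) and meiosis (0.12) lie to the right of 0, that of undifferentiated spermatogonia (-0.01) lies at 0, and that of ERK response genes (-0.24) lies to the left.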

To further explore the effect of SC-specific deletion of Shp2 on SSC maintenance, SSCs were isolated from the wild type male testes and seeded on the primary SCs from Shp2^f/f^ or SCSKO males. Then, clone formation was assessed. As shown in Fig. 6, the SSCs seeded on the normal SCs formed clones after 12 days in culture (Fig. 6A, middle two images in the top panel). In contrast, few clones could be formed by SSCs co-cultured with the SCSKO SCs (Fig. 6A, middle two images in the bottom panel). Interestingly, the SSCs recovered their capacity to form clones when they were co-cultured with the SCSKO SCs infected with the adenovirus expressing Shp2/Q79P (Fig. 6A, right images in the bottom panel). However, SSCs lost the capacity to form clones when they were co-cultured with Shp^f/f^ SCs expressing the Shp2Q79P mutant (Fig. 6A, right images in the top panel). These results demonstrate that Shp2 is a critical protein to maintain SSCs and that the proper activity of Shp2 is necessary to maintain the balance between SSC self-renewal and differentiation. Furthermore, the germ cells of the clones were collected and labeled with Thy (CD90), a well-known marker of SSCs^49^. Then, the Thy-positive cells were analyzed by flow cytometry. Germ cells co-cultured with Shp2^f/f^ SCs displayed a strong Thy+ signal (Fig. 6B, red peak in left panel), but few Thy-positive cells were observed when the SSCs were seeded on the SCSKO SCs (Fig. 6B, yellow peak in left panel). Similarly, the restoration of Shp2 activity in the SCSKO SCs also augmented the number of Thy-positive SSCs (Fig. 6B, right first panel), and excessive Shp2 activity in wild type SCs decreased the Thy+ signal in the SSCs (Fig. 6B, right second panel). These results solidly confirmed that Shp2 is a necessary protein for SSC maintenance.

Together, these results suggested that the ablation of Shp2 in SCs disrupted the balance between SSC self-renewal and differentiation and shifted the balance toward differentiation. As a result, the pool of SSCs was depleted.

### Shp2 is required for the FSH- and testosterone-induced gene expression

As a receptor-associated protein, Shp2 typically triggers the MAPK or PI3K-AKT signaling pathways to mediate cytokine signaling (such as EGF, IGF-1, FGF, etc.)^22^,^23^. With the exception of the classic pathway, FSH and testosterone also function through the non-classical pathways that evoke Erk1/2 and Akt activation^19^,^20^. Thus, to further elucidate the underlying mechanisms of Shp2 regulation, Erk1/2 and Akt activity were examined in primary SCs with or without 15 minutes of FSH (50 ng/ml) and testosterone (100 nM) treatment (Fig. 7). FSH or testosterone stimulated Erk1/2 and Akt phosphorylation in Shp^f/f^ SCs (Fig. 7A,B, left third band in the top second and fourth panels). However, Shp2 deletion reduced the basal or hormone-induced Erk1/2 phosphorylation (Fig. 7A,B, left second or fourth band in the top second panel). However, Shp2 deficiency caused an opposite effect on Akt activity and increased the basal or FSH-induced Akt phosphorylation (Fig. 7A,B, left second or fourth band in the top fourth panel). In addition, Shp2 deletion also reduced the basal or FSH-induced expression of the androgen binding protein (ABP) (Fig. 7A, left second or fourth band in the top sixth panel) and enhanced the basal or testosterone-stimulated expression of the androgen receptor (AR) (Fig. 7B, left second or fourth band in the top sixth panel). Furthermore, the expression of several FSH or testosterone target genes was analyzed in SCSKO testes or primary SCs (approximately two weeks old). DMRT1 protein levels were increased, whereas PDGFa, fatty acid binding protein 5 psoriasis-associated (FABP5 or EFABP), and protein-energy malnutrition (PEM) proteins were decreased (Fig. 7C). These data demonstrated that Shp2 mediated FSH and testosterone regulation by triggering the cytoplasmic MAPK and PI3K-Akt pathways.

## Disscussion

Using a conditional knockout mouse model, our present study demonstrated that Shp2 plays a key physiological role in male reproduction and is a critical protein required for SSC maintenance and the formation of the BTB. Shp2 deletion in SCs initiated the untimely and excessive differentiation of SSCs and disturbed the assembly of the BTB. As a result, germ cells were depleted, and the mice exhibited SC-only infertility.

In Shp2 conditional knockout mice, the structure of the seminiferous tubules was impaired, and the germ cells exhibited a disordered arrangement, which indicated that the BTB may be abnormal. BTB integrity primarily depends upon the proper assembly of the tight junctions, gap junctions and adherent junctions between SCs or between SCs and germ cells^36^. Cx43 is the predominant gap junction protein, and it is also crucial for tight junction reassembly of the BTB^3^,^37^. Cx43 knockdown in SCs significantly reduced the integrity of the BTB and induced infertility in mice^3^,^37^. Claudin11 and JAMA are two fundamental tight junction proteins in the BTB^38^,^39^. Claudin11 or JAMA mutations in mice also caused defects in the BTB^38^,^39^. These junction proteins were arranged as a regular cycle between the basal and adluminal compartments at two weeks of age when the BTB was initially assembled in normal mice. However, in SCSKO mice, Cx43, claudin11 and JAMA were dispersed in the seminiferous tubules at 2, 3 and 4 weeks old (Fig. 3B and unpublished data). Furthermore, Shp2 deletion altered the expression of several junction genes, such as claudin 1, claudin 11 and TPA^40^,^42^. These results suggested that Shp2 mediates BTB formation by regulating the expression and localization of junctional complex proteins. Shp2 deletion in SCs blocked the original assembly of the BTB at the early stages of development. However, our results did not exclude the effect of Shp2 on the cyclic assembling-disassembling of the BTB and SSC maintenance in the adult testes because Shp2 was deleted in SCs in mice beginning at embryonic day 16. Previous studies also demonstrated that Shp2 deletion in whole testes or the injection of Shp2 inhibitors in adult mice destroyed the structure of the testes and caused germ cell loss^30^. In addition, using primary SCs, the lack of Shp2 was directly demonstrated to impair the cell junctions of SCs and the clonal formation of SSCs co-cultured with SCs from SCSKO mice. The restoration of Shp2 in SCSKO SCs rescued the cell junctions of SCs and the SSC clones.

The integrated structure of the testis is the basis for normal spermatogenesis, and an abnormal BTB could cause germ cell loss^2^,^3^,^14^. In addition, germ cells depletion is also due to the disruption of the balance between SSC self-renewal and differentiation^2^,^6^. If the balance shifts to differentiation, the SSCs will be excessively differentiated and ultimately depleted^6^. SSC maintenance is entirely dependent on somatic cells^2^. SCs secrete numerous factors that are essential for SSC maintenance and spermatogenesis, such as GDNF^8^, LIF, SCF^9^, and BMP4^7^. Here, SCF signaling is important for SSC differentiation. c-Kit is the receptor for SCF and is initially expressed in late A_al_ spermatogonia at one week after birth^45^. SCF binds to c-Kit to trigger the differentiation of A_al_ into A1 spermatogonia, which is thought to be the initial step of spermatogenesis. The appearance of c-Kit is a marker of the initiation of spermatogonia differentiation^45^. In SCSKO mice, we observed a dramatic increase in c-Kit expression compared with the control males at 3 days and 1 week after birth, and SCF expression was also increased. These data further demonstrated that Shp2 deletion in SCs triggered unsuitable c-Kit/SCF signaling and subsequently induced the untimely differentiation of the spermatogonia. BMP4 is associated with spermatogonia differentiation and is expressed in SCs; its receptors, Alk3 and BMPIIR, are specifically expressed in the mitotic spermatogonia during the first week after birth. Furthermore, BMP4 also increases c-Kit expression in Kit-negative spermatogonia^7^. In our work, increased BMP4 expression was observed in SCSKO SCs. Taken together, these data revealed that the loss of the germ cells in SCSKO mice was not a secondary effect of an aberrant BTB, Shp2 deletion induced untimely spermatogonia differentiation, and the SSC pool was subsequently exhausted.

Recently, Puri *et al.* reported that Shp2 gene deletion in mouse germ cells inhibited germ cell replenishment by suppressing the proliferation of SSCs and undifferentiated spermatogonia, thus resulting in SSC loss^30^. Combined with our findings, these results suggested that Shp2 in both SCs and germ cells was a fundamental factor for SSC maintenance. Furthermore, the Shp2 inhibitor NC87877 blocked FGF- and GDNF-triggered signaling and inhibited FGF- and GDNF-dependent SSC growth *in vitro*^30^. In our studies, Shp2 deletion in SCs did not alter GDNF and FGF expression but increased SCF and BMP4 expression. These results suggested that Shp2 not only regulated the secretion of growth factors essential for SSC maintenance in SCs but also mediated signaling by these factors in germ cells.

SCs are the foundation of testis structure and function. The defects in SC development disrupt the SC maturation and impair spermatogenesis. Here, a normal population of SCs lacking Shp2 that expressed mature such as WT1, Gata1 (unpublished data), and most hormone and growth factor receptors, including FSHR, AR, IGF-1R and EGFR (unpublished data), was noted in adult mice. These results indicated that Shp2 deletion did not affect SC maturation. Therefore, we believed that the serious infertility phenotypes were derived from SC dysfunction rather than defects in SC development. Because Shp2 is a multifunctional signaling protein, its absence may impair signal transduction in SCs. In our work, Shp2 deletion in SCs abolished the FSH or testosterone regulation of Erk1/2 phosphorylation and altered the expression of their target genes, such as SCF, BMP4, ABP and AR^11^,^41^,^44^. These data demonstrated that Shp2 mediated the regulation of FSH and testosterone by the cytoplasmic MAPK and PI3K-Akt pathways. Shp2 usually triggers cytoplasmic MAPK or PI3K-AKT signaling pathways to mediate extracellular signals, such as EGF, IGF-1, and FGF, which have important roles in regulating spermatogenesis^12^,^13^,^14^. Thus, Shp2 may also be involved in the regulation of local growth factors in spermatogenesis. Furthermore, cytoplasmic signaling pathways (MAPK and PI3K-Akt) typically serve as a bridge to other signaling pathways^12^,^14^. For example, AR interacts and activates Src tyrosine kinase, which triggers the MAPK cascade^19^,^20^. Together, Shp2 plays a key role in the crosstalk and integration of a variety of signaling pathways in SCs.

Interestingly, the forced expression of Shp2Q79P (a constitutively active Shp2 mutant) also disturbed the formation of cell junctions in normal primary mouse SCs and blocked the clone formation of SSCs co-cultured with these primary SCs. Puri and Walker *et al.* (2013) also reported that Shp2Q79R overexpression in primary rat SCs impaired the BTB structure^32^. The different effects of Shp2 on cell junctions may be explained by its dual regulation of growth factor-induced signaling^22^,^23^,^24^. Shp2 can inhibit or enhance cytoplasmic MAPK and PI3K/AKT signaling in response to a single extracellular signal^22^,^23^,^24^. The dual regulation of Shp2 on cell junctions indicated that suitable Shp2 activity was necessary for junction formation in SCs or SSC maintenance.

In summary, our study demonstrated that Shp2 plays a critical role in spermatogenesis. In SCs, Shp2 orchestrated hormone- and cytokine-dependent signaling pathways to regulate the expression of target genes, which are essential for the function of SCs in SSC maintenance and formation of the BTB. Shp2 deletion in SCs impaired its function and blocked the initial stage of spermatogenesis. Our research provided a key gene for understanding the mechanism of spermatogenesis and a novel target for male infertility therapies.

## Materials and Methods

### Transgenic mouse breeding and generative ability assay

All mice were housed under standard conditions and had free access to food and water. All experimental procedures were performed in accordance with the approved guidelines of the Animal Welfare Committee of Research Organization (X200811) of Xiamen University. To generate the tissue-specific conditionally deleted Shp2 mice, Shp2^loxp/loxp^ mice^50^ (Shp2^f/f^) were bred with Amh-Cre^33^ or inhibit-α-Cre mice^34^, and the mice were genotyped by PCR using specific primers. To assay the generative ability, adult Shp2^f/f^ and SCSKO male mice from the same litter were grouped as a pair and mated with wild type female mice. On the second day, female mice with vaginal plugs were moved into another cage and observed until the pups were born. One week later, the male mice were again mated with different wild type female mice. These mating experiments were successively repeated four times. Finally, the number of litters and pups were statistically analyzed.

### Reagents and antibodies

Primary antibodies against Shp2 (sc-280), Wt1 (sc-7385), PLZF (sc-28319), Cx43 (sc-9095), UPA (sc-14019), TPA (sc-81693), ABP (sc-32891), AR (sc-816), PDGFA (sc-128), DMRT1 (sc-10485), ERK1/2 (sc-292838), Akt1/2/3 (H-136, sc-8312) and AMH (sc-6885) were obtained from Santa Cruz Biotechnology, Dallas, Texas, USA. Antibodies for phospho-Akt (Ser473, 4060), phospho-ERK1/2 (Thr202/Thr204, 4370) and PH3 (9701s) were purchased from Cell Signaling Technology, Danvers, Massachusetts, USA. Antibodies against SCF (ab64677), Stra8 (ab49405), SCP3 (ab97672), Claudin11 (ab53041), FSHR (ab35309), GDNF (ab18956) and pem (ab31922) were purchased from Abcam, Cambridge, Massachusetts, USA. Other antibodies included JAMA (36–1700, Invitrogen, Grand Island, New York, USA) and BMP4 (SAB2700755, Sigma Chemical Co., St. Louis, Missouri, USA). All chemical reagents were purchased from Sigma-Aldrich and Solarbio (Shanghai, China).

### Histology, immunohistochemistry and immunofluorescence staining

The testes were gathered and fixed in 4% paraformaldehyde (PFA) overnight. Then, the tissues were dehydrated in a graded ethanol series, cleared in a xylene solution, and then embedded in paraffin wax. The paraffin-embedded testes were sectioned serially at 5 μm thick. The sections were dewaxed, hydrated, and stained with H/E. For immunohistochemistry, the sections were microwaved in the antigen unmasking solution, incubated in methanol/hydrogen peroxide, blocked with bovine serum albumin solution, and incubated overnight with primary antibodies at 4 °C. Finally, the signals were detected by incubating the sections with Alexa488-, Alexa594- (Molecular Probes) or horseradish peroxidase-conjugated secondary antibodies (Aves). The sections were counterstained with DAPI (IF). If the antigen was detected by immunohistochemical staining, a 3,3′-diaminobenzidine (DAB) staining colorimetric reagent was used. The slides were counterstained with H/E. All images were processed with Adobe Photoshop CS6.

### TUNEL assay

The testes were fixed and paraffin sectioned as described above. The tissues were then treated with 15 mg/ml proteinase K for 10 minutes at 37 °C and stained using the *In Situ* Cell Death Detection Kit (Roche, Basel, Switzerland) according to the manufacturer’s protocol. Finally, the sections were incubated with an anti-GFP antibody and counterstained with DAPI.

### Isolation of primary Sertoli cells

The testes were derived from 10- or 14-day-old mice and quickly washed with sterile phosphate-buffered saline (PBS). Then, the cells were isolated in sterile environment. Briefly, the testes were cut into ~1 mm^3^ pieces and digested with 1 mg/ml trypsin (Sigma) for 20 minutes at 37 °C. The mixture was centrifuged at 800 g for 5 min at room temperature, and the pellet was resuspended in 40 ml of a solution containing 1 M glycine, 2 mM EDTA, 0.01% soybean trypsin inhibitor (Sigma), and 0.8 mg DNase I. After incubation at room temperature for 10 min, the mixtures were centrifuged at 800 g for 5 min at room temperature. The seminiferous tubule pellets were further digested with 1 mg/ml collagenase I, 0.8 mg/ml DNase I and 1 mg/ml hyaluronidase type III (Sigma) for 20 minutes at 37 °C with periodic agitation. Then, mixtures of SCs and germ cells were obtained from this final digestion. The dispersed cells were plated onto culture dishes in F12/Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum and incubated at 37 °C and 5% CO_2_. After 6 h, the medium was changed, and the detached germ cells were removed. Finally, purified SCs were obtained.

### Western blot

For Western blot analysis, testes or SC proteins were extracted and denatured for separation by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). Approximately 40 mg of protein lysate from each sample was loaded. Proteins on the nylon membrane were incubated with primary antibodies at 4 °C overnight and were incubated with horseradish peroxidase-conjugated secondary antibodies at 37 °C for 2 hours. The results were visualized with enhanced chemiluminescence.

### RNA extraction, gene microarray and real-time PCR

Total RNA was isolated from testes tissues or cells using a TRIzol solution (Invitrogen). For the microarray, the RNA was labeled and hybridized to Affymetrix DNA chips. One microgram of total RNA from each sample was reverse-transcribed to cDNA in a 20 μl reaction volume. The real-time PCR was performed using an ABI7500 PCR system, and the mRNA expression level was normalized to GAPDH mRNA and analyzed using the comparative cycle threshold method. The primers employed in these experiments are listed in Supplemental Fig. 5E.

### Biotin tracer experiment

The permeability of the BTB was assessed using a biotin tracer EZ-Link Sulfo-NHS-LC-Biotin (Pierce Chemical Co., Grand Island, New York, USA). Twenty μl of a fresh PBS solution containing 10 mg/ml biotin and 1 mM CaCl_2_ was injected into the interstitium of the testes in 2-week-old mice. The animals were euthanized 2 hours later, and the testes were immediately removed and embedded in OCT. Fluorescence images of the cryosections were captured with a confocal microscope.

### Transepithelial resistance (TER) assays of tight junctions

SCs isolated from 14-day-old mice were plated onto bicameral units (Millipore Corp, Bedford, MA,USA) coated with Matrigel (BD Bioscience, Franklin Lakes, NJ,USA) at a density of 1.5 × 10^6^ cells in DMEM:F12 1:1 medium containing 10% fetal bovine serum (FBS). Two days after the initial culture, the cells were infected with AdSHP2 Q79P or AdGFP viruses for 9 hours. The quality of the tight junctions was assessed by the TER Assay. Each day, the electrical resistance across the SC monolayer was measured with a Millicell electrical resistance system (EMB Millipore Corp, Billerica, MA,USA).

### Enrichment, culture and flow cytometry of germ cells

Normal SSCs were isolated from ICR male pups (8–10 days old). SSC isolation, and purification and culture were performed in sterile conditions, according to the descriptions in previous studies. Briefly, the testes tissues were first digested with 1 mg/ml collagenase (type IV, Sigma) for 15 min. Then, the mixtures were centrifuged, and the pellet was digested again with 0.25% trypsin/1 mM EDTA for 10 min. After centrifuging, the cell pellets were suspended in PBS containing 1% FBS.

Then, the SSCs were enriched by magnetic activated cell sorting (MACS). The dissociated testis cell suspension was incubated with micro beads and 10 μl of anti-Thy-1 antibody (30-H12; Miltenyi Biotec) for 20 min at 4 °C. After rinsing with PBS containing 0.5% bovine serum albumin (BSA) (Sigma), the Thy-1+ cells were selected by passing through an LS separation column in a magnetic field. The testis feeder cells (Sertoli cells) were separated as described above, plated on laminin-coated dishes and treated with mitomycin C (MMC).

Enriched SSCs were seeded on the feeder cells (6–10 × 10^4^ cells/cm^2^) in DMEM/F12 containing 1× non-essential amino acids (Invitrogen), 0.1 mM 2-mercaptoethanol, 1x glutamine (Gibco), 10^3 ^U/ml human recombinant leukemia inhibitory factor (LIF), 20 ng/ml mouse EGF, 10 ng/ml human basic FGF (Invitrogen), 10 ng/ml recombinant rat GDNF and 1% fetal calf serum for 7 to 15 days. The culture medium was maintained at 37 °C and changed every two days.

To assay the maintenance of SSCs co-cultured with SCs, the cells were detached, dispersed into single cells and incubated with anti-Thy-1 antibody-conjugated PE at 4 °C for 20 min. Then, Thy-positive cells (SSCs) were measured by a FACSCalibur flow cytometer (Becton Dickinson, Mountain View, CA, USA) using the CellQuest software.

### Statistics

All statistical analyses in this study were performed using Student’s *t*-test. The statistical significance was defined as P < 0.05.

## Additional Information

**How to cite this article**: Hu, X. *et al.* Deletion of the tyrosine phosphatase Shp2 in Sertoli cells causes infertility in mice. *Sci. Rep.* **5**, 12982; doi: 10.1038/srep12982 (2015).

## Supplementary Material

Supplemental files

## Figures and Tables

**Figure 1:**
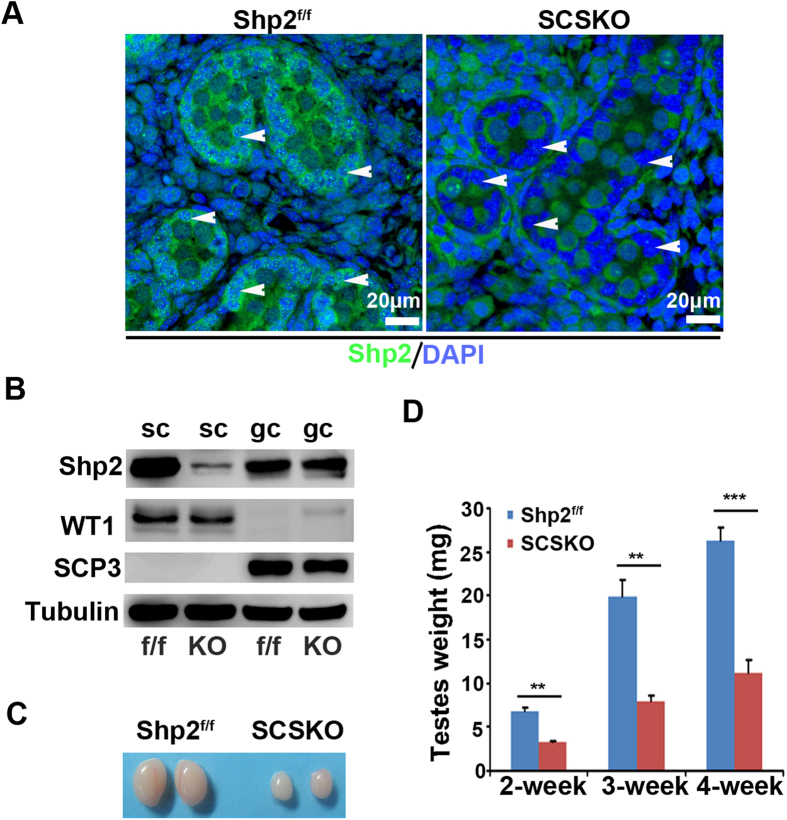
Shp2 depletion in Sertoli cells impeded testes development in mice. (**A**) Shp2 expression was detected with immunofluorescence staining in the seminiferous tubules at embryonic day 18 (E18). Arrowheads indicated Sertoli cells. The cell nucleus was stained with DAPI. (**B**) Shp2 protein levels were analyzed by Western blotting in primary Sertoli cells and germ cells isolated from 14-day-old mice. Wt1 is a marker of SCs and SCP3 is a marker protein of GCs. Tubulin was used as a loading control. The full-length blots are presented in Supplemental Figure S6. (**C**) The stereomicroscopy images of the testes from Shp2f/f and SCSKO male mice at 4 weeks. (**D**) The average weight of the testes from 2-, 3- and 4-week-old Shp2^f/f^ and SCSKO mice. The values are expressed as the mean ± standard error of the mean (SEM) from 8 mice. Statistical analysis was performed using Student’s *t*-test. Asterisks denote the statistical significance, **P < 0.01; ***P < 0.001.

**Figure 2:**
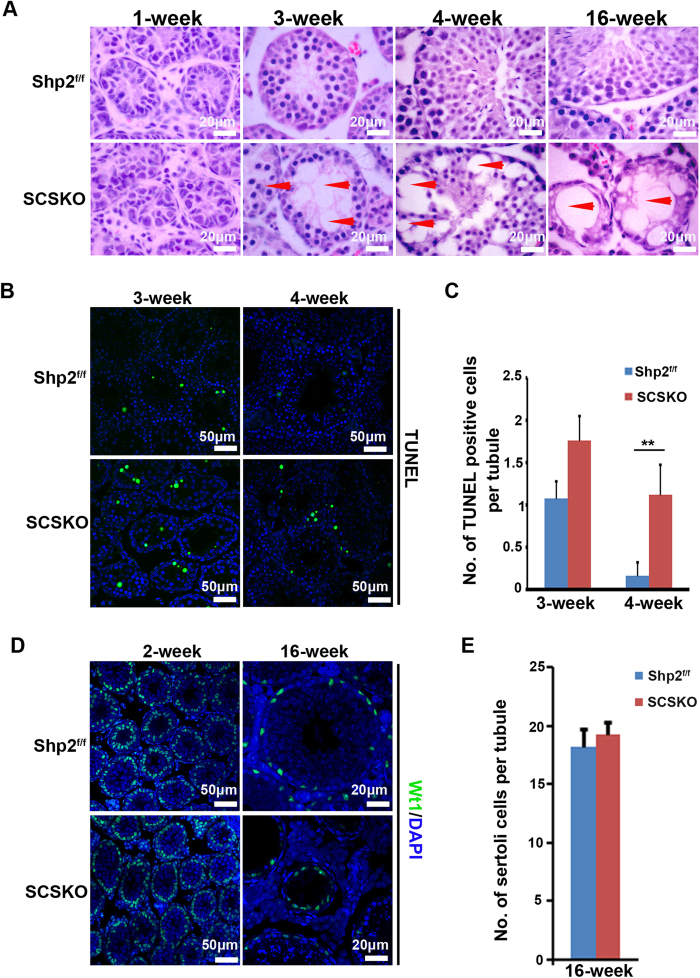
Shp2 ablation caused abnormal seminiferous epithelium and the gradual loss of the germ cells. (**A**) The histological structure of the seminiferous epithelium stained with hematoxylin and eosin (H/E) in Shp2^f/f^ and SCSKO mice at 1, 3, 4 and 16 weeks. Arrowheads indicated the abnormal phenotypes of the seminiferous epithelium. (**B**) Apoptotic cells in the seminiferous epithelium were detected by TUNEL staining. (**C**) The quantification of the number of apoptotic cells per tubule in the intersecting surface of the testes based on TUNEL analysis. (**D**) Sertoli cells labeled by Wt1 immunofluorescence staining in the seminiferous epithelium. (**E**) The quantification of the number of Sertoli cells per tubule in the intersecting surface of the testes. The cell nucleus was stained with DAPI. The values are expressed as the mean ± SEM from at least 5 mice from different litters. Statistical analysis was performed using Student’s *t*-test. Asterisks denote the statistical significance; **P < 0.01.

**Figure 3:**
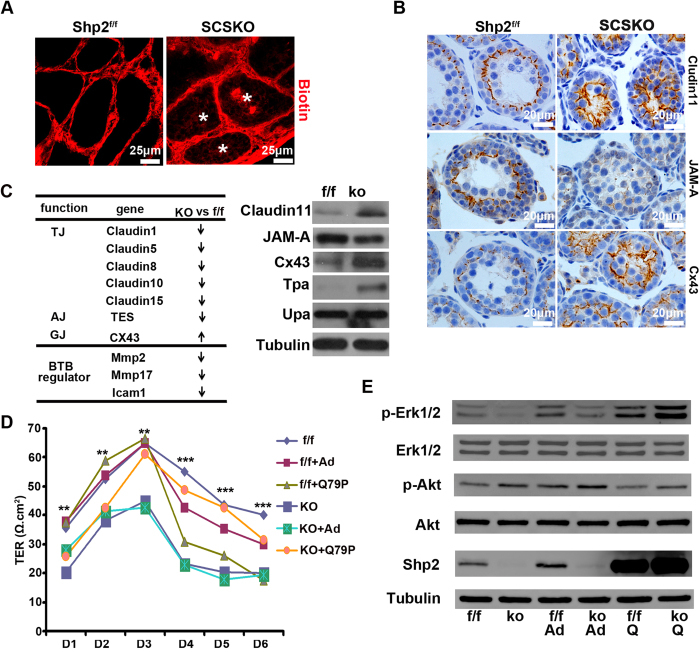
BTB integrity was disrupted by Shp2 deletion. (**A**) BTB permeability was assayed with the biotin tracer (red) using confocal microscopy in two-week-old mice. Asterisk indicates the biotin tracer in the adluminal compartment of the seminiferous tubules. (**B**) Immunohistochemical staining of the BTB junction proteins Cx43, Claudin11 and JAMA in seminiferous tubules in two-week-old mice. (**C**) Altered BTB-related genes in the microarray gene database, and the protein levels of various genes were analyzed by Western blotting in testes from two-week-old mice. The full-length blots are presented in Supplemental Figure S7. (**D**) The quantity of the cell junctions between primary Sertoli cells isolated from two-week-old mice was measured by transepithelial resistance (TER) assays. The experiments were repeated at least three times, and one representative result was shown. (**E**) Shp2 expression and Erk and Akt phosphorylation in primary Sertoli cells used in the TER assays. Tubulin was used as a loading control. The full-length blots are presented in Supplemental Figure S8. Ad, adenovirus virus; f/f, Shp2^f/f^ cells; ko, SCSKO cells; Q79P, constitutively active Shp2 mutant. The values are expressed as the mean ± SEM. Statistical analysis was performed using Student’s *t*-test. Asterisks denote the statistical significance, **P < 0.01; ***P < 0.001.

**Figure 4:**
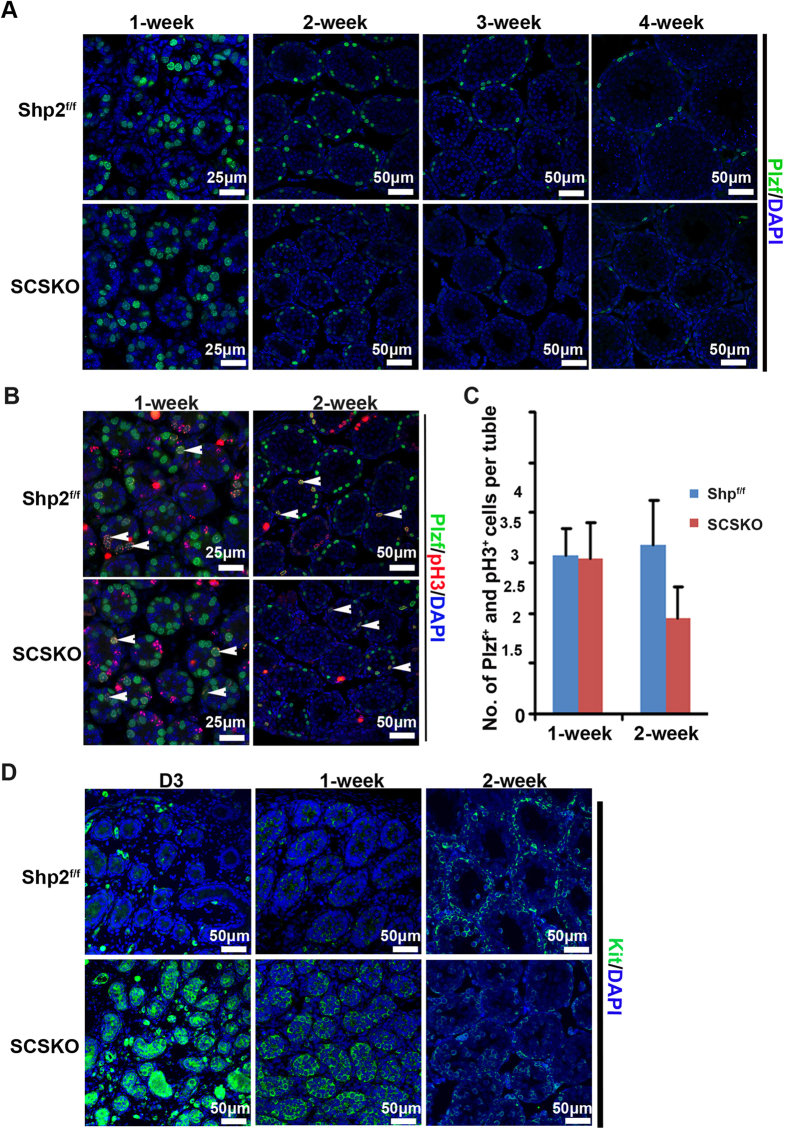
Shp2 deficiency decreased the number of SSCs and initiated the untimely and excessive differentiation of SSCs in testes. (**A**) Undifferentiated SSCs in the seminiferous tubules were identified by PLZF-positive immunofluorescence staining (green). (**B**) Proliferating SSCs in the seminiferous tubules were identified with PLZF and PH3-double positive immunofluorescence staining (yellow). Asterisks indicated positive SSCs (yellow). (**C**) Quantification of the proliferating SSCs (PLZF and Ph3 double stained cells) per tubule in the intersecting surface. The values are expressed as the mean ± SEM from at least 5 mice from different litters. Statistical analysis was performed using Student’s *t*-test. Asterisks denote statistical significance. **P < 0.01. (**D**) The differentiated SSCs in the seminiferous tubules were identified by c-Kit-positive immunofluorescence staining (green). The cell nucleus was stained with DAPI. The experiments were repeated at least three times, and one representative result is presented.

**Figure 5:**
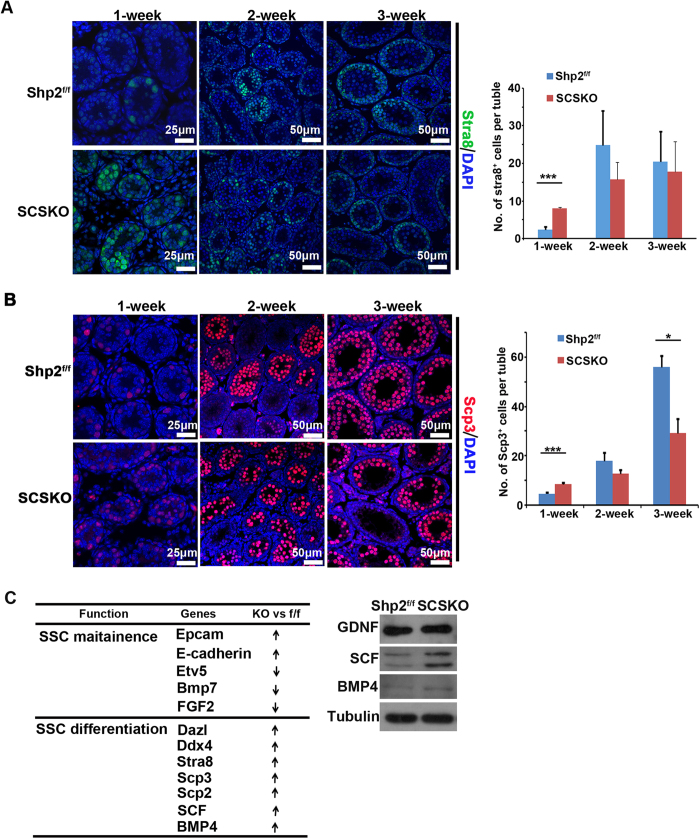
Shp2 deletion enhanced spermatogonia differentiation and altered the expression of proteins essential for SSC maintenance. (**A**) The differentiated spermatogonia in the seminiferous tubules are denoted by stra8-positive immunofluorescence staining (green). (**B**) The spermatocytes were identified as Scp3 positive (red). Asterisks denote statistical significance. The cell nucleus was stained with DAPI. Tubulin was used as a loading control. The experiments were replicated at least three times, and one representative result is presented. *P < 0.05: **P < 0.01; ***P < 0.001. (**C**) Altered genes related to SSC maintenance in the microarray gene database, and the protein level of some of these genes was analyzed by Western blotting in primary Sertoli cells at postnatal day 10. The full-length blots are presented in Supplemental Figure S9.

**Figure 6:**
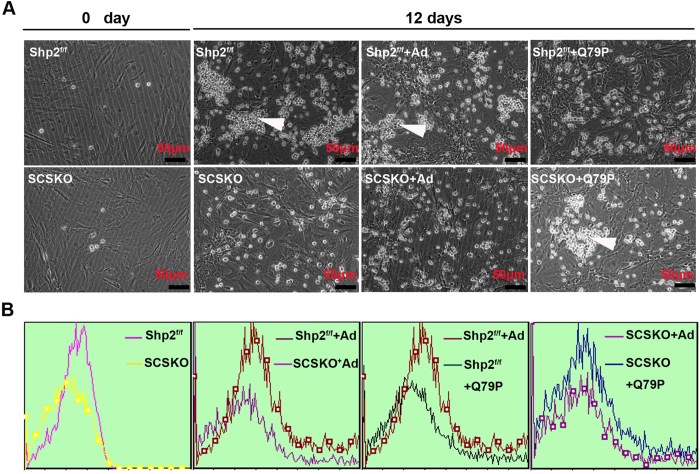
The clone formation ability of SSCs seeded on primary Sertoli cells was impaired by Shp2 deletion in Sertoli cells. (**A**) The clone formation of SSCs co-cultured with primary Sertoli cells isolated from 2-week-old mice. The arrowhead indicates the SSC clones. (**B**) Quantification of the number of stem cell clones identified by Thy (CD90) staining and flow cytometry. Ad, adenovirus; Q79P, constitutively active Shp2 mutant. The experiments were replicated at least three times, and one representative result is presented.

**Figure 7:**
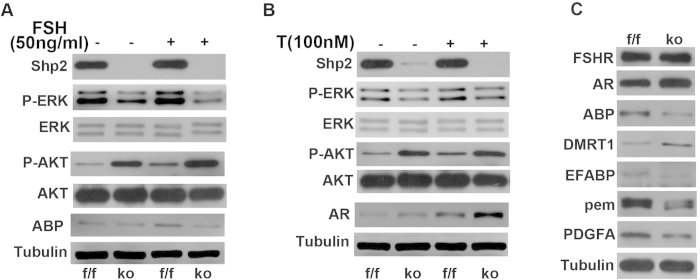
Shp2 deletion disturbed the activation of cytoplasmic signaling pathways and the expression of FSH- and testosterone-induced target genes. (**A**,**B**) The expression of a few target genes and Erk and Akt phosphorylation in primary Sertoli cells treated with FSH (**A**) or testosterone (**B**). The full-length blots are presented in Supplemental Figure S10. (**C**) The expression of FSH- or testosterone-target genes in the testes from two-week-old mice. Tubulin was used as a loading control. The full-length blots are presented in Supplemental Figure S11. The experiments were replicated at least three times, and one representative result is presented.

**Table 1:** The generative ability of transgenic male mice was evaluated by four successive matings with wild type female mice.

Genotype (♂)	Number of litters	Total number of pups	Average pups per litter
Shp2 f/f (n = 10)	37	271	7 ± 29
SCSKO (n = 10)	0	0	0

# Supplementary material for: Deletion of the tyrosine phosphatase Shp2 in Sertoli cells causes infertility in mice
**Source:** Sci Rep. 2015 Aug 12;5:12982. doi: 10.1038/srep12982
**Supplement:** Supplemental files

# **Deletion of tyrosine phosphatase Shp2 in Sertoli cells causes infertility in mice**

**Xiaopeng Hu<sup>1\*</sup>, Zhenzhou Tang<sup>1, 2\*</sup>, Yang Li<sup>2\*</sup>, Wensheng Liu<sup>2</sup>, Shuang Zhang<sup>3</sup>, Bingyan Wang<sup>3</sup>, Yingpu Tian<sup>2</sup>, Yinan Zhao<sup>2</sup>, Hao Ran<sup>3</sup>, Wenjie Liu<sup>2</sup>, Gen-Sheng Feng<sup>4</sup>, Martin M. Matzuk<sup>5</sup>, Jianwei Shuai<sup>1</sup>, Haibin Wang<sup>3#</sup>, Zhongxian Lu<sup>1, 2,#</sup>**

\*These authors have equal contribution.

**Figure S1**

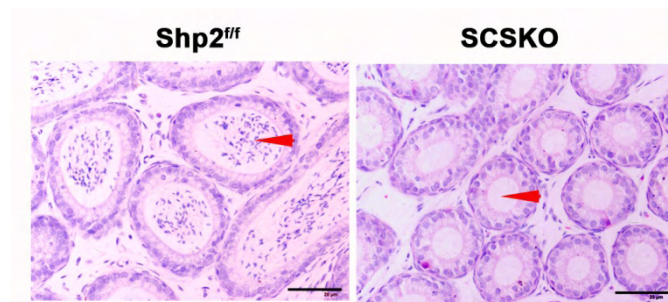

**Fig S1. Mature sperms were not found in epididymis tubules of SCSKO mice.** Histological Structure of epididymis was stained with H.E at 8 weeks old. Arrowheads indicated mature sperms in epididymis tubules.

Figure S2

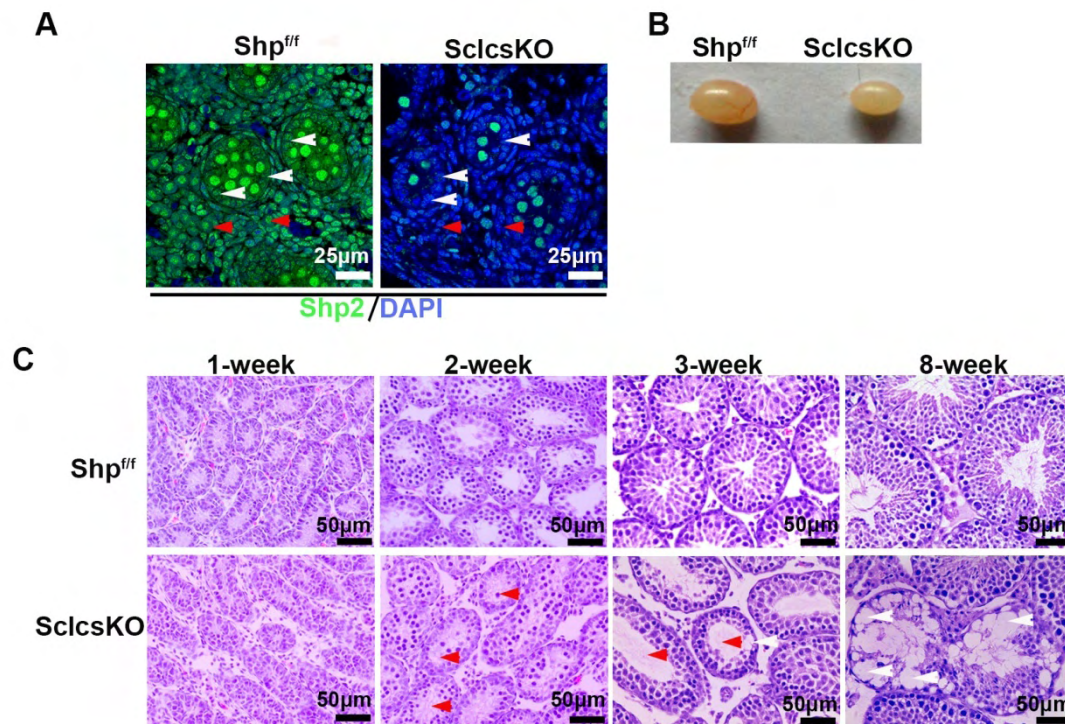

**Fig S2. The development of testes was blocked and spermatogenesis was broken by the ablation of *Shp2* both in Sertoli cells and Leydig cells with inhibit- $\alpha$  cre..** (A) Expression of *Shp2* was detected by immunofluorescence staining in seminiferous tubules from *Shp2<sup>fl/fl</sup>* and *ScsksKO* male mice at E18. Arrowheads indicated Sertoli cells. Cell nucleus was stained with DAPI. (B) Stereomicroscopy images of testes from *Shp2<sup>fl/fl</sup>* and *ScsksKO* male mice at 3 weeks. (C) Testis section from postnatal 1 week, 2 weeks, 3 weeks and 8 weeks *Shp2<sup>fl/fl</sup>* and *SCSKO* mice was stained with hematoxylin and eosin (H.E). Arrowheads indicated abnormal phenotype of seminiferous epithelium.

**Figure S3**

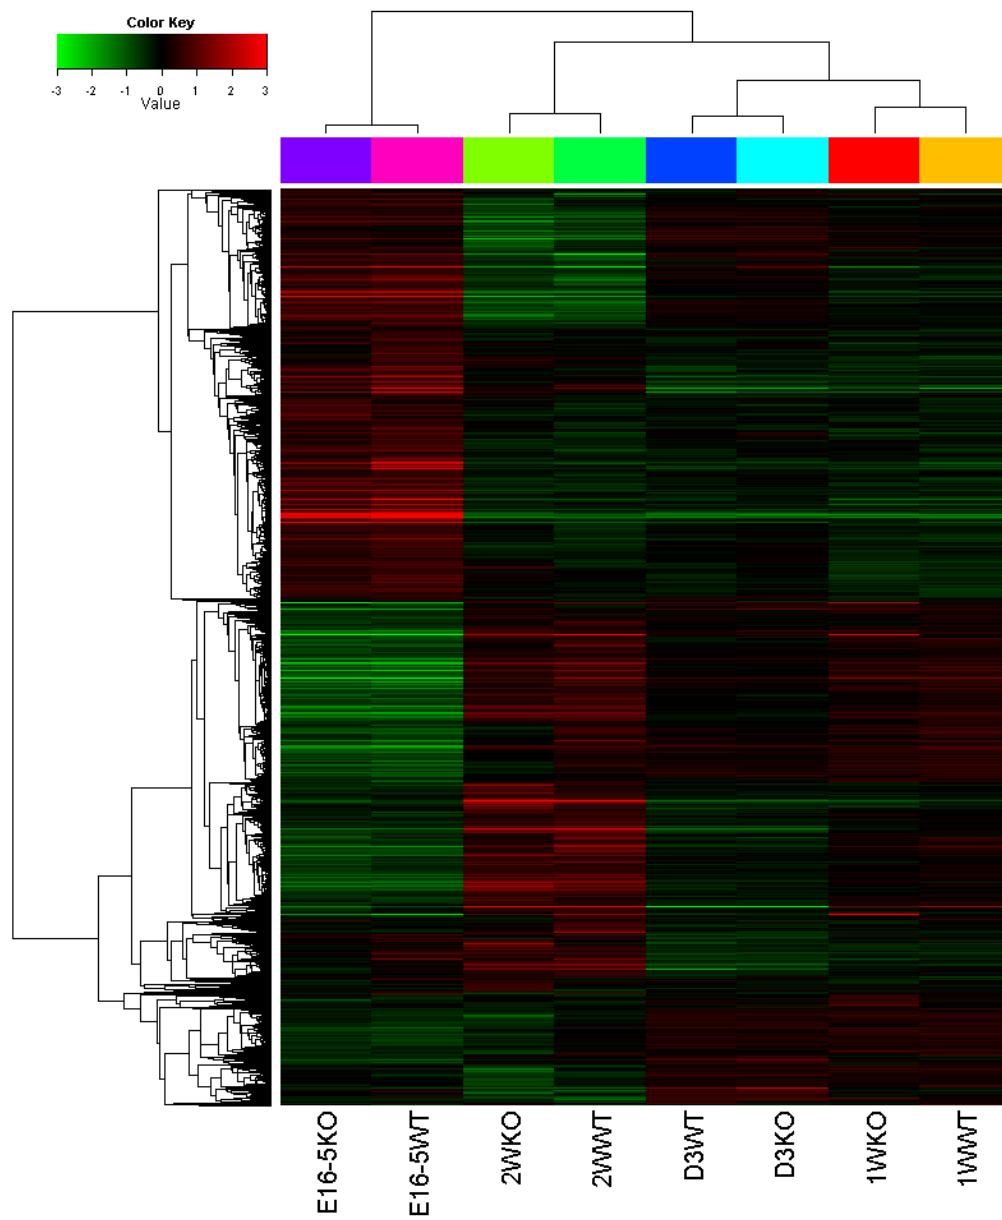

**Fig S3. cluster analysis gene expression profile of testes from transgenic mice at embryo 16.5 days (E16.5), postnatal 3 days (D3), 1 week (1W) and 2 weeks (2W).**

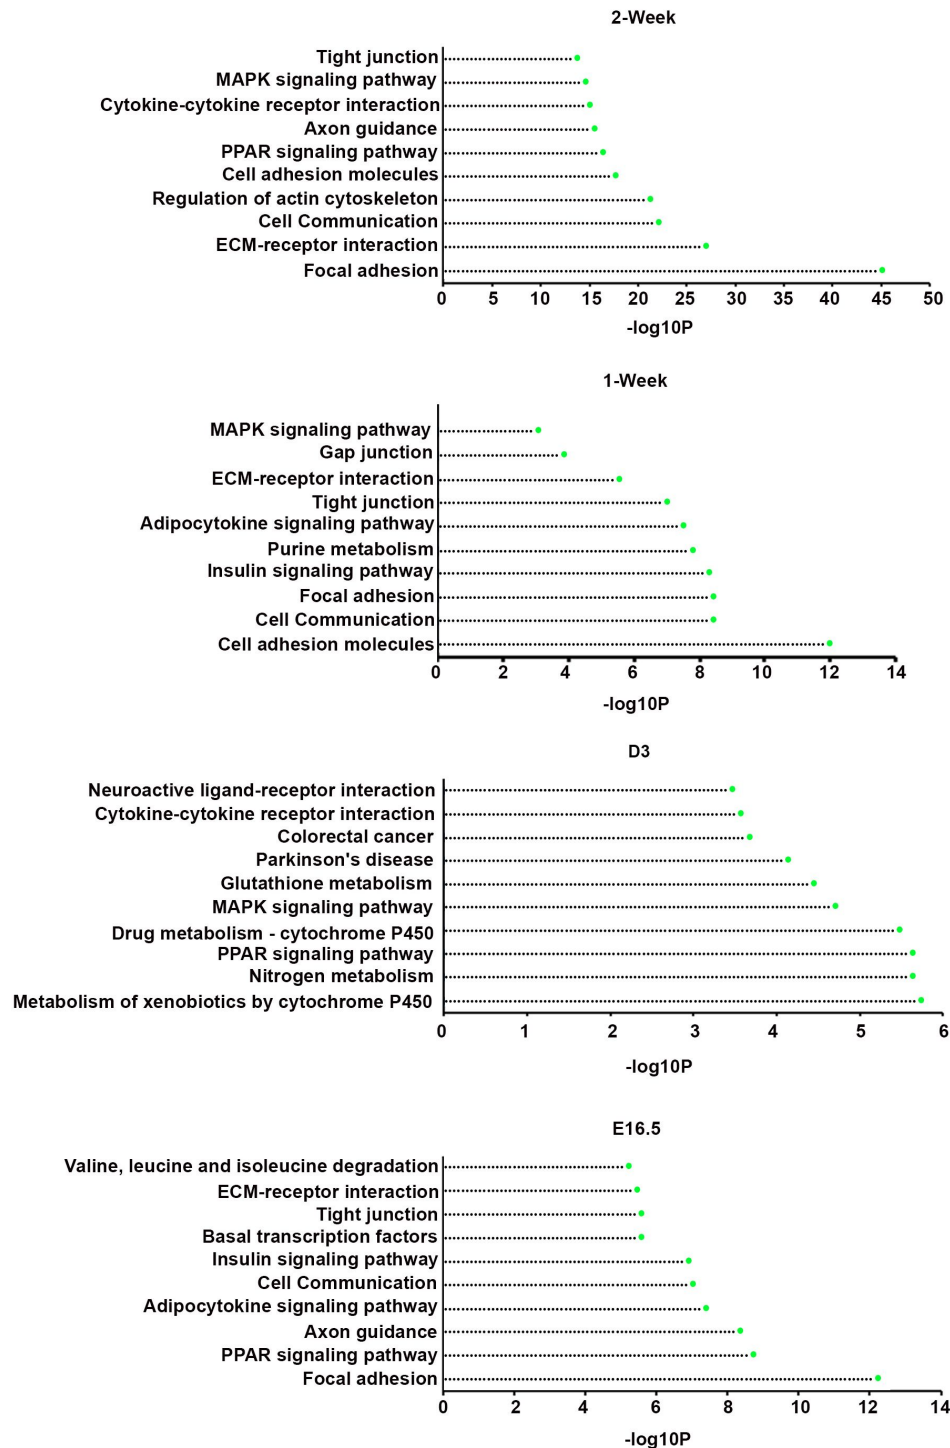

**Fig S4. Enrichment of KEGG pathway in altered genes in SCSKO testes at embryo 16.5 (E16.5), postnatal 3 days (D3), 1 week (1W) and 2 weeks (2W).** Altered genes is genes that expression is up- or down-regulated two fold in SCSKO compared with that in *Shp2<sup>fl/fl</sup>* mice. Top ten pathways were showed in Figure. Dashed lines represent the p-values for the ten top-ranked categories of KEGG pathway associated with the gene lists. The p values are expressed as the negative logarithm (base 10). Pathway analyses were performed using DAVID (<http://david.abcc.ncifcrf.gov/>, Nature Protocols 2009; 4(1):44 & Nucleic Acids Res. 2009;37(1):1 ).

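By the 2-fold rule of this legend, 70 genes were apart at E16.5 (9 higher and 61 lower in SCSKO) and 91 at 1W (67 higher and 24 lower), beside the counts given above for D3 and 2W. At E16.5 the largest differences downward were in genes of the placenta. Prl7a2, a prolactin-family hormone, read 7.20 in Shp2f/f and 2.62 in SCSKO, and the trophoblast gene Tpbpa 10.24 and 6.20. Ceacam14, Ceacam12, Cts3, Prl8a8, Prl8a9, Tpbpb, Psg16, Psg21, Ceacam11 and Psg-ps1 differed by -2.77 to -3.81. Of 45 placental genes, in a list written after these differences were seen, 31 were lower and 14 higher. Of these, 20 were at least 2-fold lower and 1 at least 2-fold higher, and the median was -0.72. Germ cell genes were also lower at E16.5, 29 of 32 of them, with a median of -0.65, and Piwil4 (-1.67), Tdrd5 (-1.08), Taf7l (-1.07) and Piwil2 (-1.06) were at least 2-fold lower. Skeletal muscle genes (median -0.37) and red cell genes (-0.33) moved the same way, and peritubular genes were higher (0.24). Of the 12 genes with the largest values upward, Fabp2 (2.13), Ctrb1 (1.86) and Pnliprp1 (1.12) are genes of intestine and pancreas, and Napsa, Cd300a, Cidea, Slco1a4, Lrrn4cl, Lce1a2, Alpi, Cnn1 and Scube2 were higher by 0.82 to 1.18. The 2 probe sets of Napsa lay on opposite sides, with a mean of 0.48. Without the genes of 10 lists, for placenta, other tissues and the peritubular cells of the testis, 42 genes were 2-fold apart at E16.5. This choice was made after these values were seen.
At 1W secreted proteins of the epididymis were among the largest differences upward. The beta-defensin Defb9 read 2.98 in Shp2f/f and 6.02 in SCSKO, Defb1 4.22 and 7.07, and the protease inhibitor Spink8 8.45 and 11.21. Pcp4 was higher by 3.09, and Defb2, Wfdc15b, Serpina1f, Tmed6, Defb11, Defb29, Spink12 and Cldn8 by 2.33 to 2.85. In a list of 26 such secreted proteins, written after these values were seen, 16 were at least 2-fold higher (median 1.96), and the epididymis and duct list had a median of 0.37 over 21 genes. The placental median at E16.5 lay below all 10000 random lists, and both epididymal medians at 1W above them. Sertoli cell genes had a median of -0.23 at E16.5 and -0.27 at 1W, and cholesterol synthesis genes of -0.17 and -0.18. At 1W germ cell genes were lower in 22 of 32 cases (median -0.16) and genes of differentiating spermatogonia in 12 of 16 (median -0.14), whereas skeletal muscle genes were higher in 16 of 23 (median 0.23). The largest differences downward at 1W were in Tesc (7.97 and 5.66), Spata21 (6.60 and 4.81), Elovl2 (-1.54) and the neutrophil gene S100a9 (-1.48), and Glb1l3, Ddx43, Cst9, Apold1, Apoa1, S100a8, Dynlrb2 and Dner differed by -1.13 to -1.48. Of the genes at least 2-fold lower, 5 were shared between D3 and 1W, namely 4930486L24Rik, Cst9, Glb1l3, Spata21 and Tesc, where 0.016 were expected of independent lists. Over all genes, the differences of any 2 ages correlated at r between -0.06 and 0.11. Over genes at or above the array's median in 4 arrays, r lay between -0.09 and 0.19. It was highest for D3 with 1W (0.19) and D3 with 2W (0.16). DAVID and its KEGG sets were not used here.

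**Figure D3:**
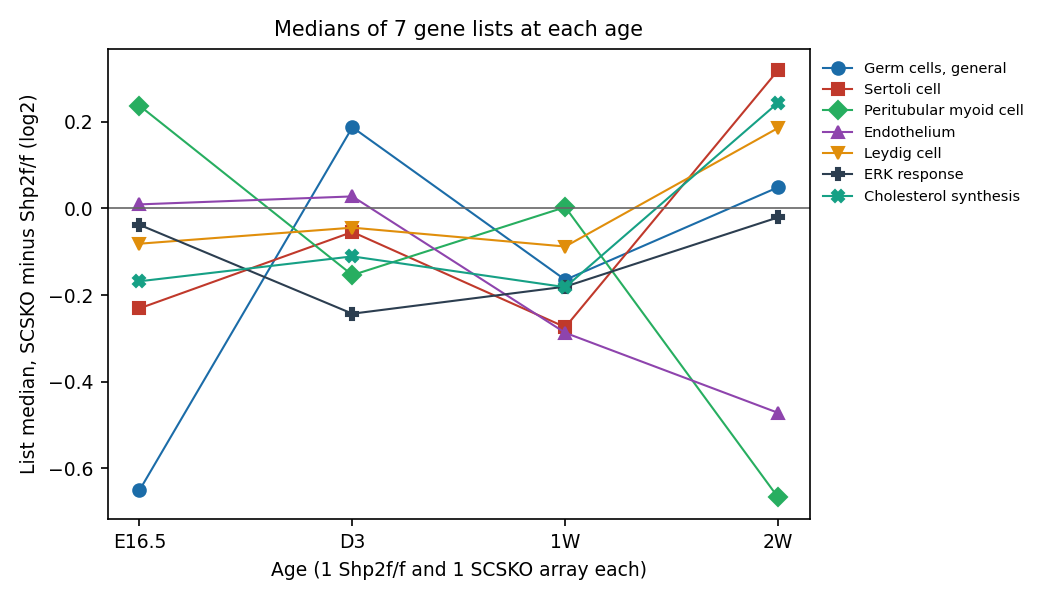
Medians of 7 gene lists at each age. The horizontal axis is the age, the vertical axis is the list median of the log2 difference between the SCSKO and the Shp2f/f array of that age, and lines join the medians of 1 list. Germ cell genes lie at -0.65 at E16.5 and 0.19 at D3, Sertoli cell genes at -0.27 at 1W and 0.32 at 2W, and peritubular genes at 0.24 at E16.5 and -0.67 at 2W.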

**Figure S5**

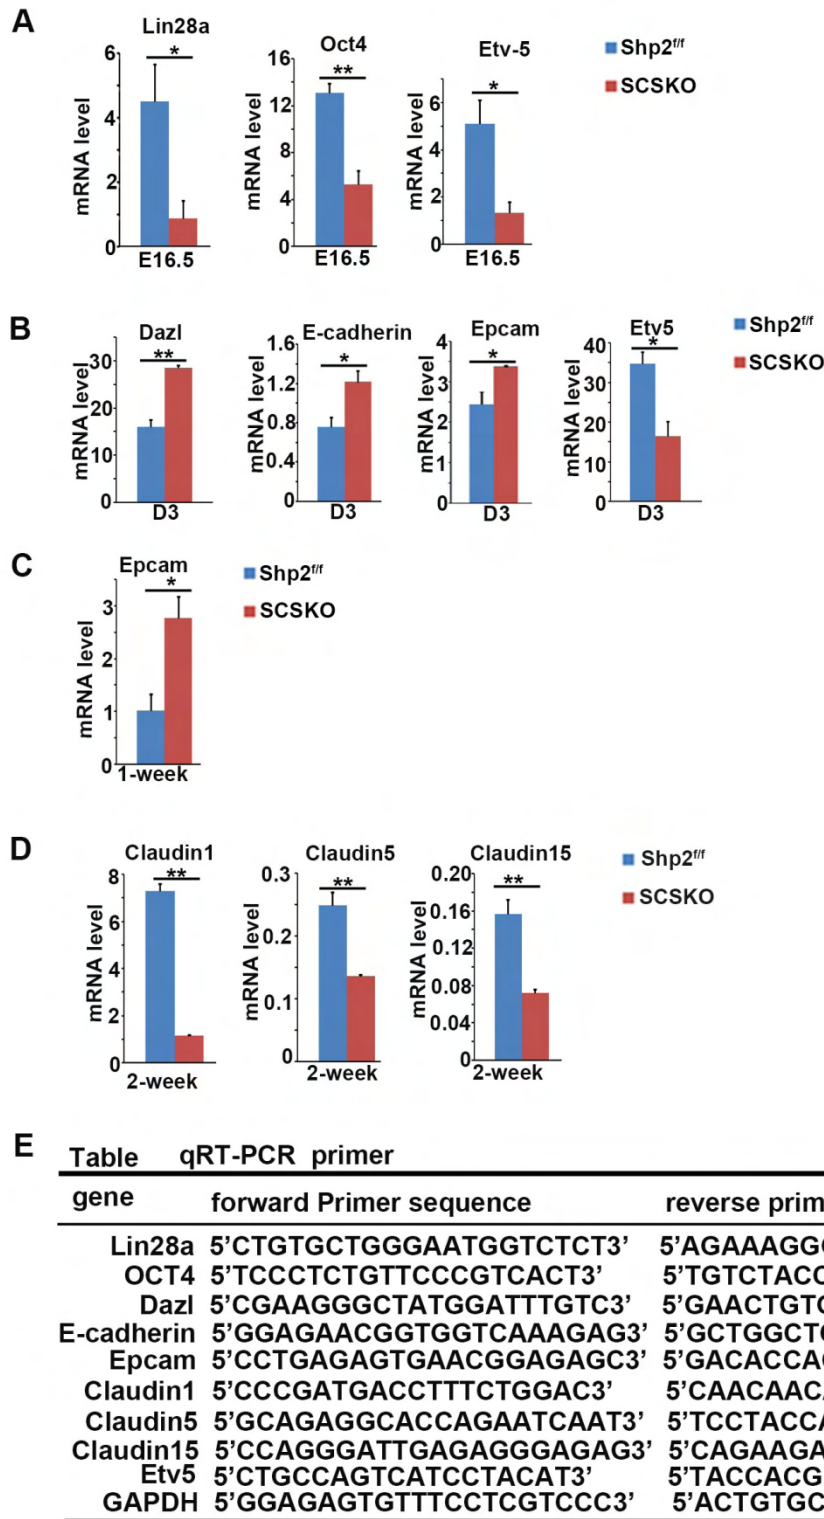

**Fig S5.** part of altered genes in SCSKO testes were confirmed by Real-time PCR. Results were showed in panel A (E16.5), B (D3), C (1W) and D (2W). Primers in PCR were collected in table in panel E.

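Real-time PCR measures 1 transcript at a time from the same kind of RNA, relative to Gapdh, and so does not depend on the array's probes. The arrays gave the following values for the genes of these panels, as SCSKO against Shp2f/f on the log2 scale. At E16.5 Lin28a differed by -1.36, Pou5f1 by -0.60 and Etv5 by -0.46. The 2 probe sets of Lin28a lay on opposite sides, with a mean of -0.65. The mean of the 3 probe sets of Etv5 differed by 0.01, so its direction at E16.5 rests on the brightest of them. At 1W Epcam was higher by 1.47, and by 0.68 as the mean of its 2 probe sets. Epididymal genes were higher in the same SCSKO array, with medians of 1.96 for the secretory list and 0.37 for the epididymis and duct list. Whether epididymal RNA adds to the Epcam value was not tested. The values of Dazl, Cdh1, Epcam and Etv5 at D3 and of Cldn1, Cldn5 and Cldn15 at 2W stand with the text on those ages. By their brightest probe sets, all 11 gene and age pairs lay on the side that the panels give. The legend describes them as part of the altered genes, so the tally is not independent evidence of their direction.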

**Figure S6**

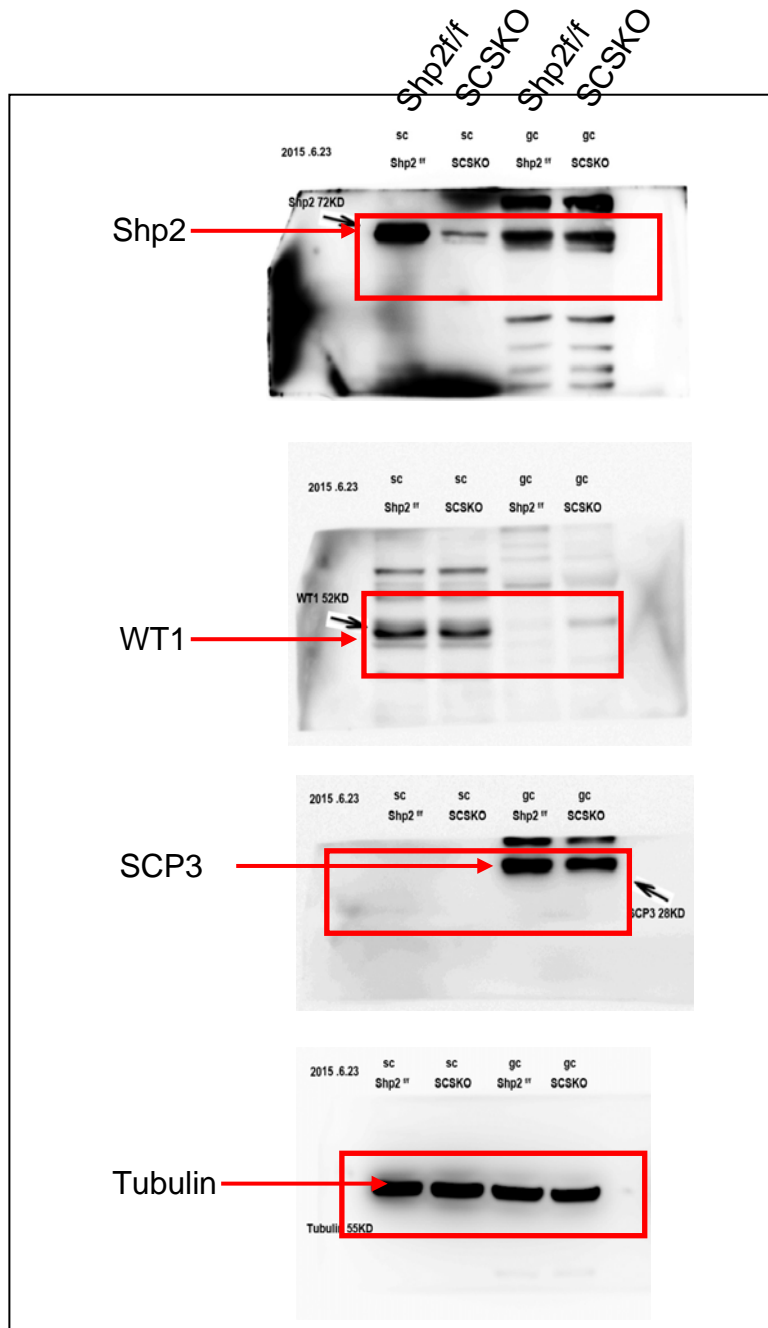

**Fig S6. Full length blots of that in Figure 1B.** The bands in red box were cropped. The protein level of Shp2, WT1 or FSHR was checked with western blotting in primary Sertoli cells isolated from mice at 14 days. Tubulin was a loading control. The enhanced chemiluminescent signal was detected by Image quant LAS 4000 mini.

**Figure S7**

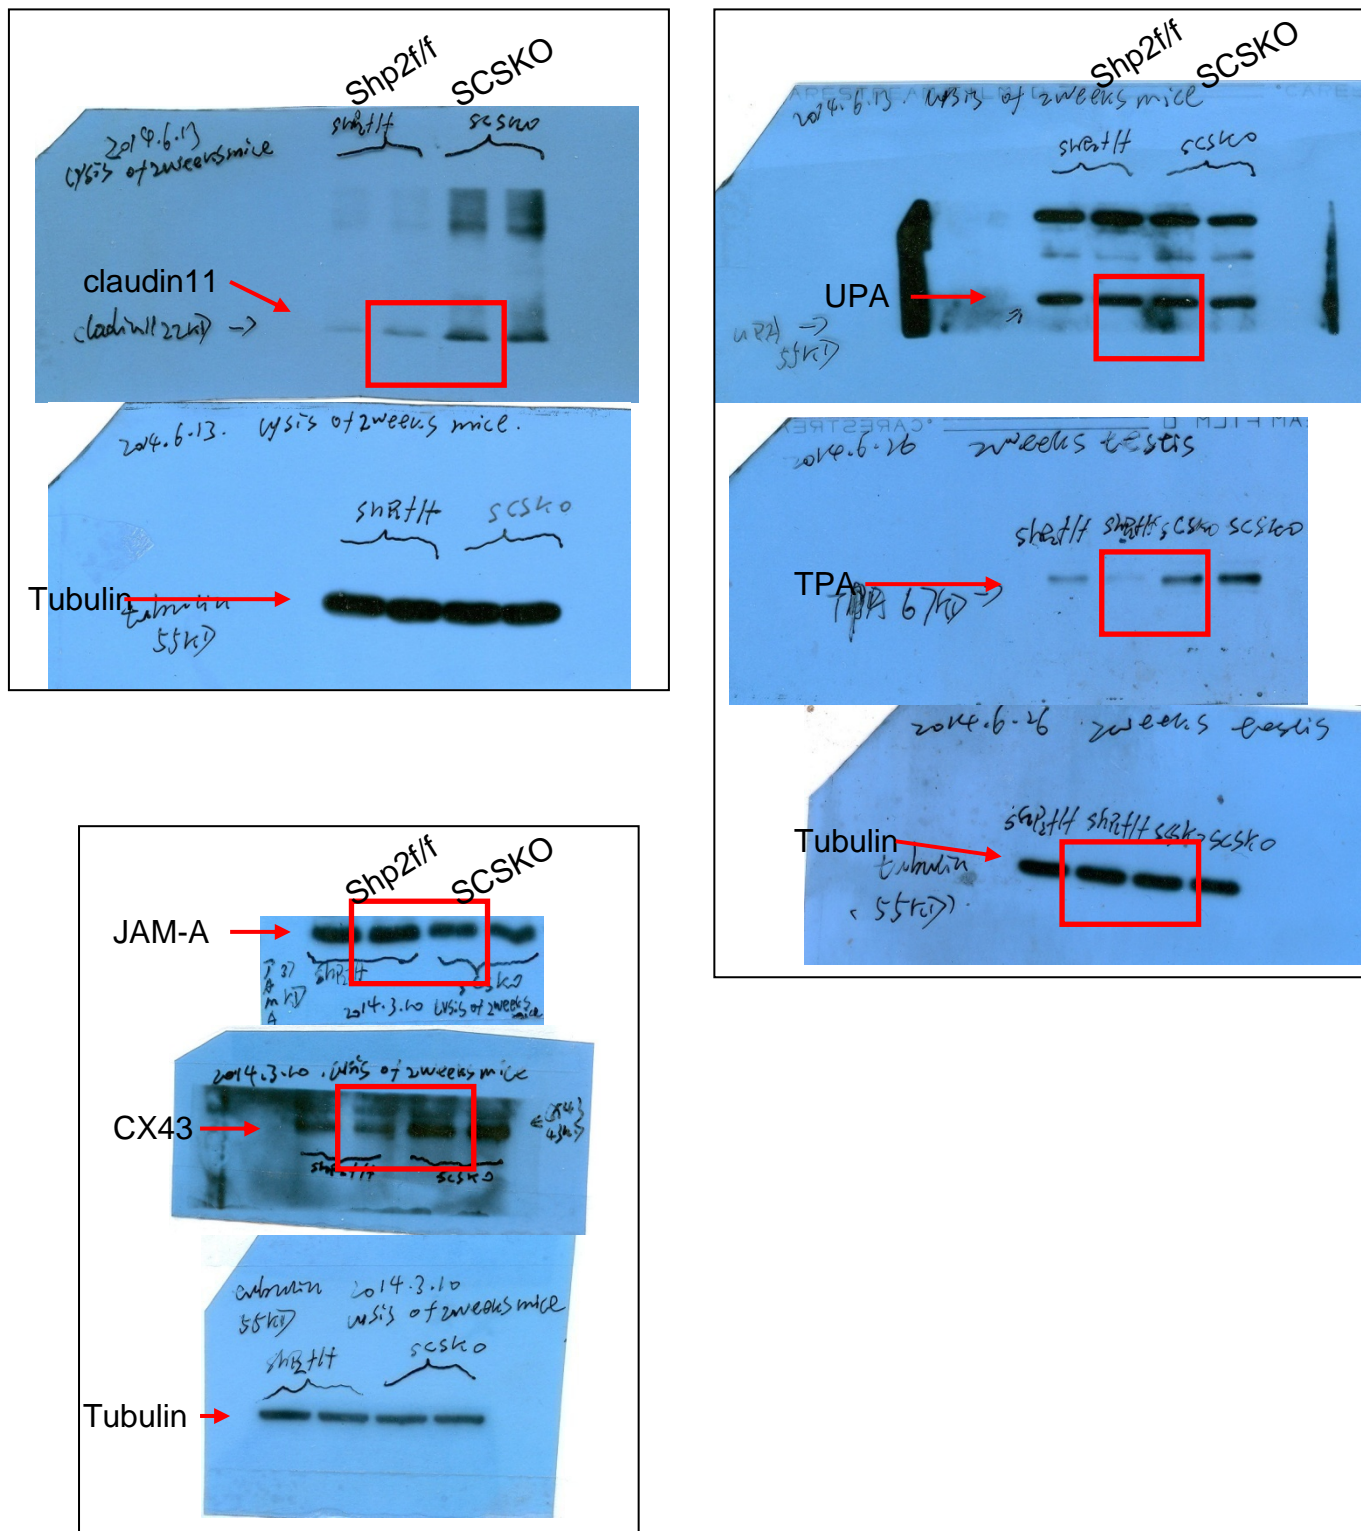

**Fig S7. Full length blots of that in Figure 3C.** The bands in red box were cropped. The protein level of part of altered genes related to BTB in microarray genes database was checked by western blotting in testes at two weeks old mice. The enhanced chemiluminescent signal was detected by X-ray film.

**Figure S8**

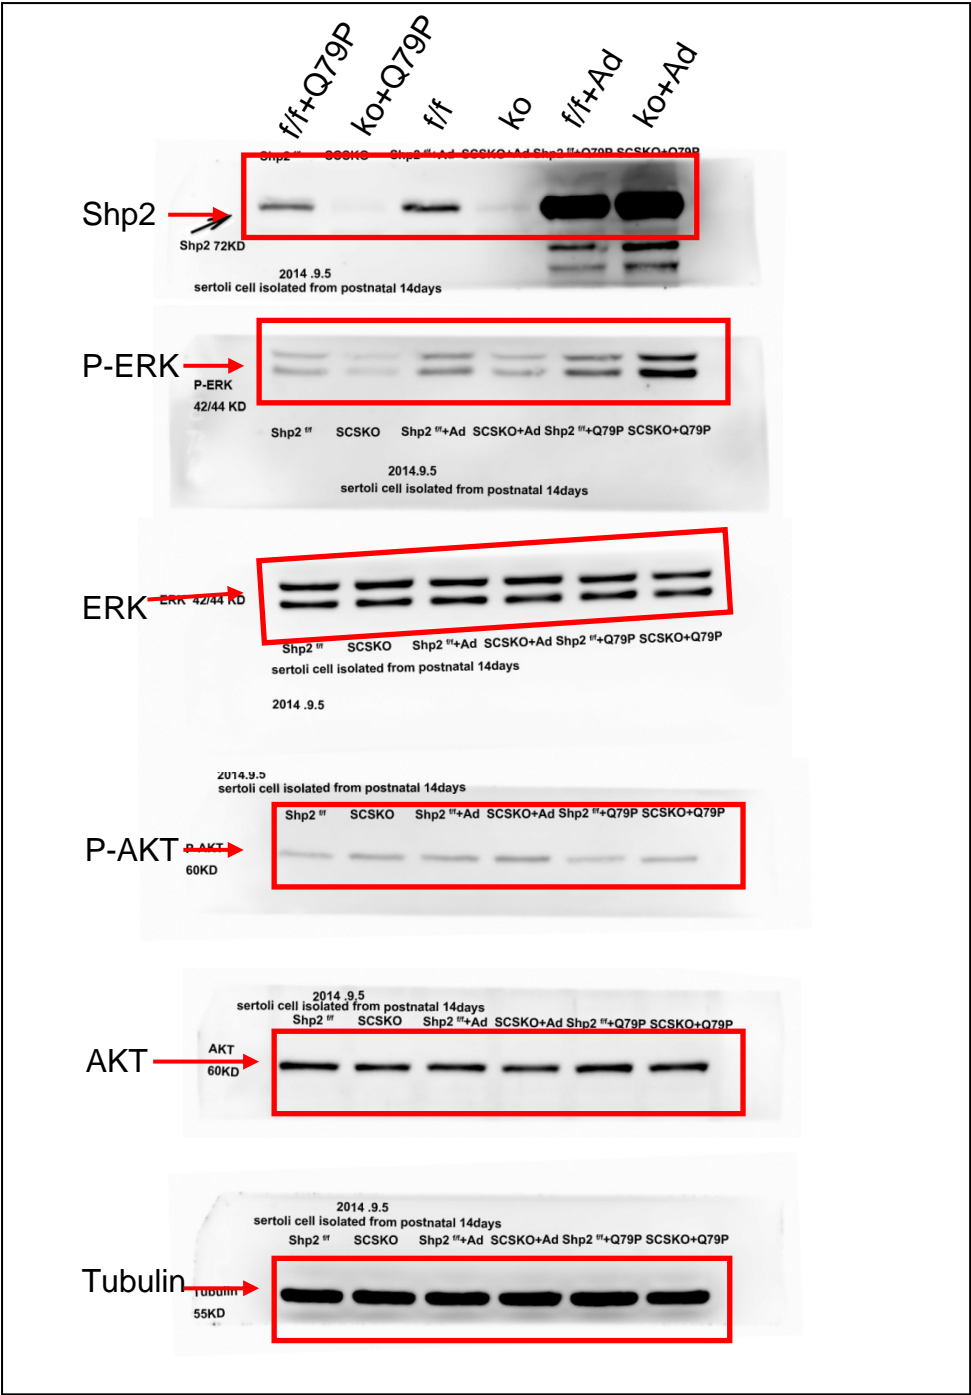

**Fig S8. Full length blots of that in Figure 3E.** The bands in red box were cropped. The blotting signals indicated the level of Shp2 protein and phosphorylation of Erk and Akt in primary Sertoli cells employed in Transepithelial Resistance (TER) assays. The enhanced chemiluminescent signal was detected with Image quant LAS 4000 mini.

**Figure S9**

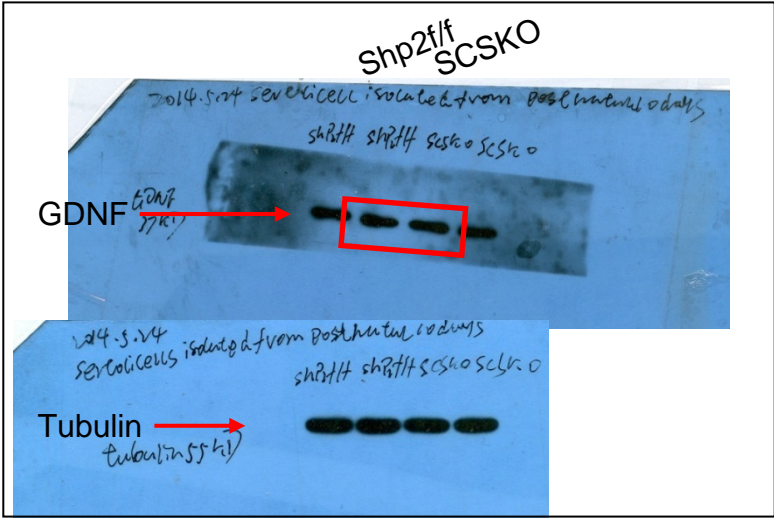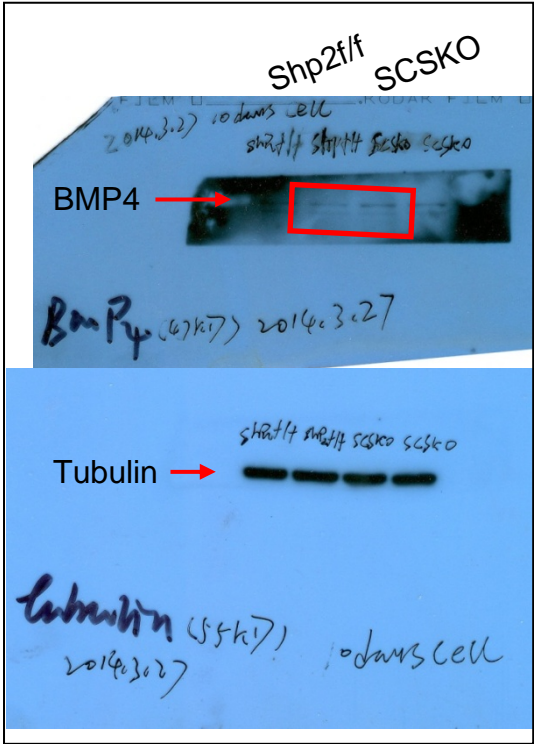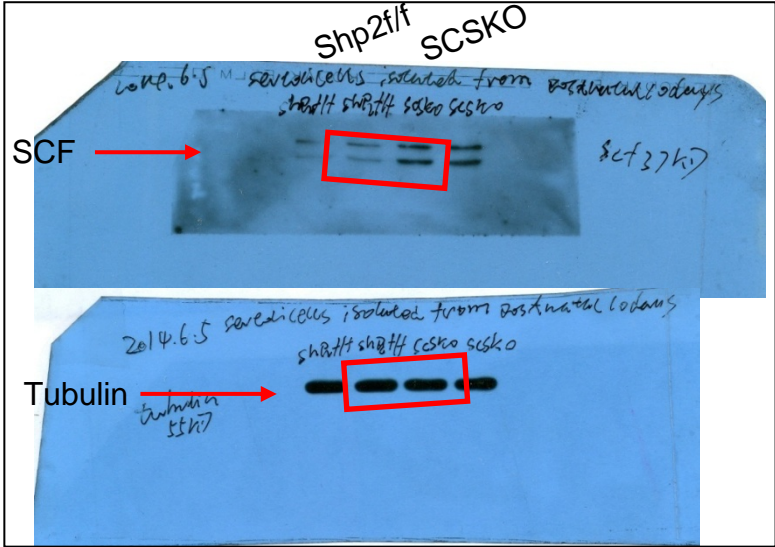

**Fig S9. Full length blots of that in Figure 5C.** The bands in red box were cropped. the protein level of part of altered genes related to the maintenance of SSCs in microarray genes database was checked by western blotting in testes at postnatal day 10. The enhanced chemiluminescent signal was detected using X-ray film.

Figure S10

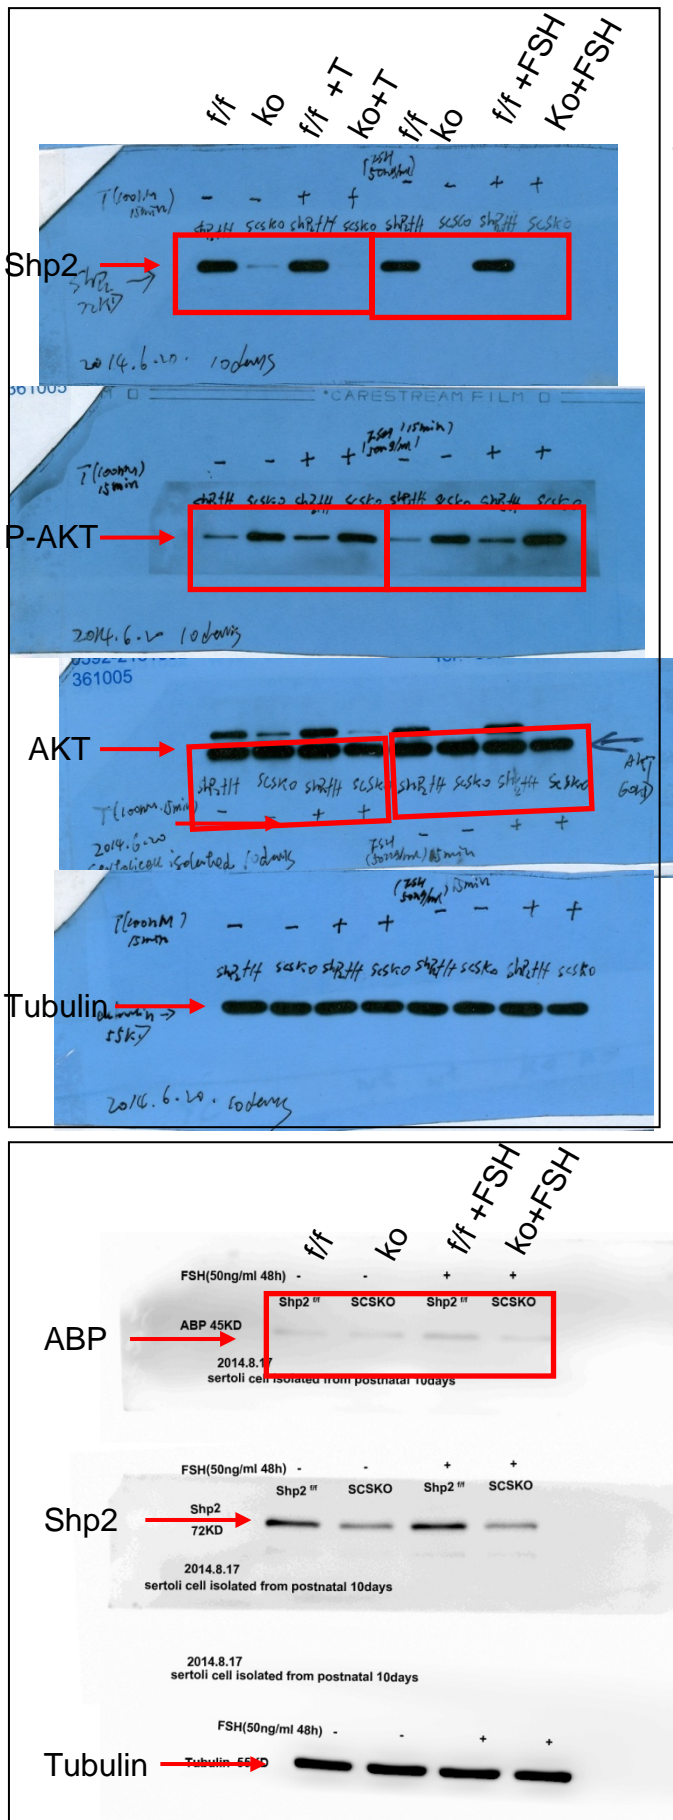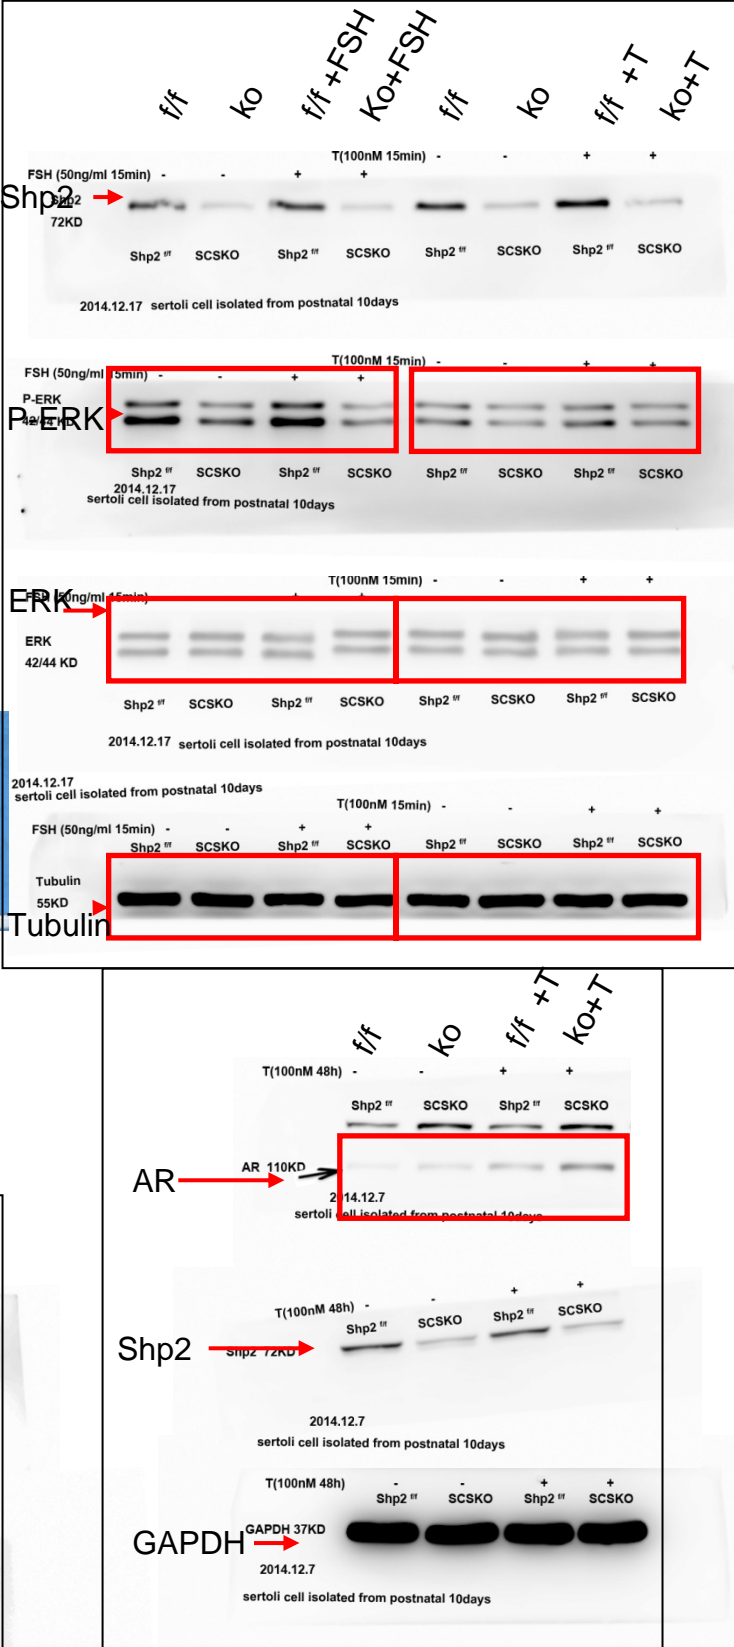

Fig S10. Full length blots of that in Figure 7A&B. The bands in red box were cropped. The enhanced chemiluminescent signal was detected by X-ray film (blue) or Image quant LAS 4000 mini (white) .

**Figure S11**

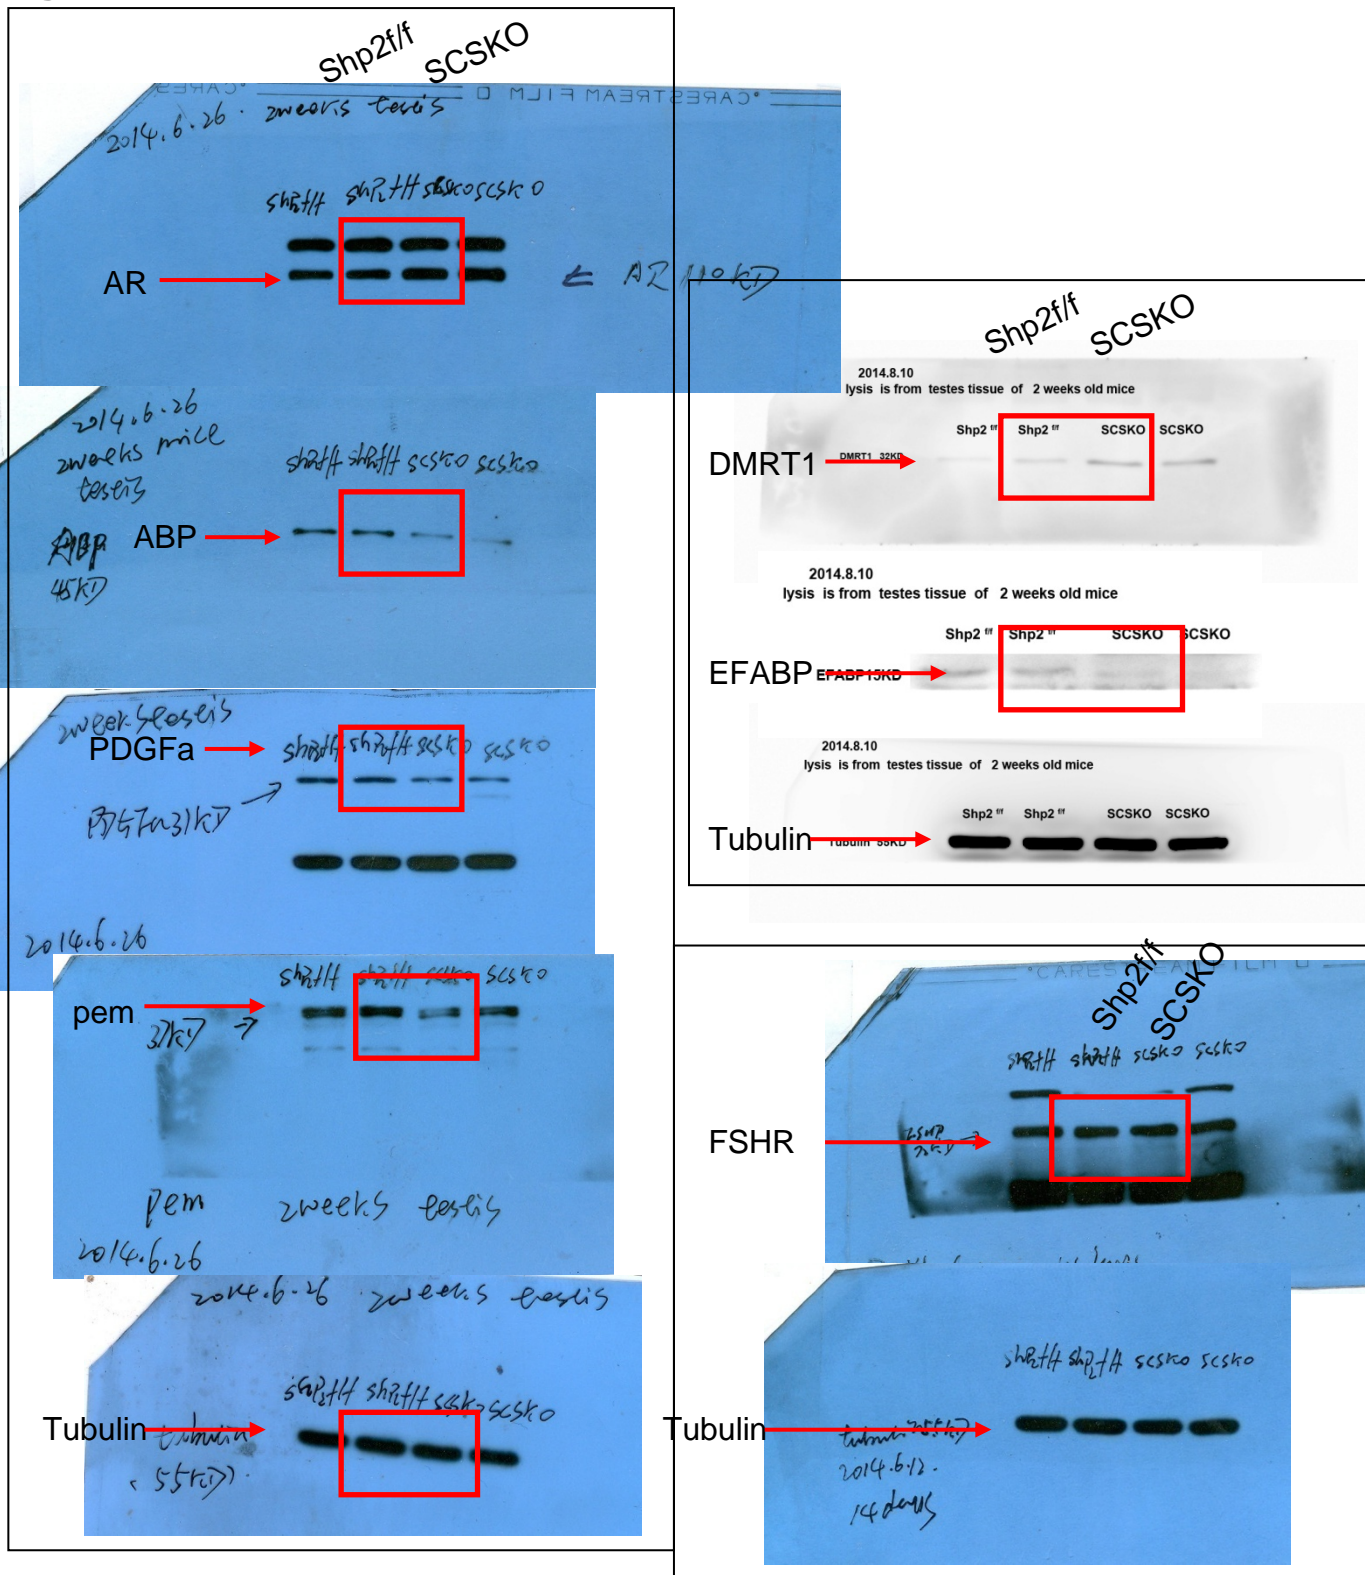

**Fig S11.** Full length blots of that in Figure 7C. The bands in red box were cropped. The blotting signals indicated the expression of target genes of FSH or testosterone in testes tissue. Tubulin was a loading control. The enhanced chemiluminescent signal was detected by X-ray film (blue) or Image quant LAS 4000 mini (white).

How the deposited data were processed for this re-analysis (not part of the article)

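Gene expression was measured in whole testes of SCSKO and Shp2f/f mice on 8 Affymetrix mouse arrays, with 1 array for each genotype at E16.5, D3, 1W and 2W. The authors deposited 1 table with a value for each of 45101 probe sets on each array, and every column was matched to its sample by the sample's own name. The values are intensity values on a linear scale that the authors had normalized between arrays before they deposited them. Their processing notes name RMA, without a version, and the background and quantile steps, the chip definition and the reference for scaling are not given in the sources used here. The paper's methods say only that RNA was labeled and hybridized to Affymetrix DNA chips. The lowest value was 3.05 and the highest 18038, no value was missing, and none was at or below 0. The median of an array lay between 28.3 and 29.9, so the arrays were on a common scale. No scanner files were used here, and the number of arrays limits the precision.

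Log2 of each deposited value was taken, with no pseudocount. Probe sets were named from the platform annotation in GEO. Gene identifiers of 34754 probe sets were found in the mouse reference GRCm38.p6, which was used for names only, and 0 symbols had to be updated. Probe sets with several symbols or with none were left out of gene counts. Of the genes, 9012 had several probe sets, and the probe set with the highest mean over the 8 arrays stood for the gene. Ddx3y had no named probe set in this annotation, so no value is given for it. At each age the difference was the log2 value of SCSKO minus that of Shp2f/f. A gene was counted as apart at a 2-fold difference or more, which is the rule in the legend of Supplemental Fig. 4, with no other filter.

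Gene lists and their members were written before the data were examined, 40 in all, of which 36 came from textbook knowledge and 4 from the genes the paper names. They covered cell junctions, adhesion and matrix, the cell types of the testis, signaling and metabolism, handling of tissue, and other tissues that a dissection can bring along. From Reactome, 22 sets were fixed in the same way, in place of the DAVID and KEGG analysis of the paper. For each list at each age, the median difference and the number of genes at least 2-fold apart were placed among 10000 random lists of the same size, matched on mean expression in 20 bins. On shuffled differences of D3, 88 of 100 lists of 30 genes shifted by 0.1 lay in the upper tail. So did 100 of 100 lists shifted by 0.2 and 4 of 100 unshifted lists. In the lower tail lay 3 of 100 unshifted lists. Shuffling removes the correlation between genes of a list. Camera estimated it over the 4 ages at 0.654 for peritubular, 0.559 for germ cell and 0 for tight junction genes. These rates therefore do not carry over to lists whose genes move together. Lists of placental, serous lining, pancreas and intestine, neutrophil and epididymal secretory genes were added after the largest differences had been seen. So was the count without genes of other tissues, which also left out the peritubular list.

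The genes named in the text were chosen by a rule fixed before the data were examined. It takes genes that the paper names, the 12 largest differences each way at each age, the 10 smallest p-values each way over the 4 ages, and up to 4 members of each list described. For the 12 each way, the higher array of the pair had to be at or above its median, all probe sets at or above the median had to lie on the same side, and names of unnamed transcripts were passed over. Other members of a list that are named were picked from the list after their values were seen.

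Over the 4 ages, limma was fitted to all 8 arrays with age as a block, followed by empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.05. Lists were tested on the same fit with camera at its preset correlation between genes, with camera at an estimated correlation, and with fry. On simulated arrays, limma called 90 of 100 genes changed by 1 and 100 of 100 changed by 2 on the log2 scale, with 3 false calls. These changes were simulated for the comparison over the 4 ages. In the data, the differences of any 2 ages correlated at r between -0.06 and 0.11 over all genes. Genes changed at 1 age only were not simulated, so these rates do not cover them. The alternatives were the fold threshold, the probe set that stands for a gene, probe sets as the unit, filters on dim genes, loess and median centring of each pair, the mean of a list, random lists not matched on expression, the age block, an intensity trend of the variance, the methods' t-test, leaving out each age in turn, and the distance used to group arrays. The calculations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.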

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

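The lists of pancreas and intestine, neutrophil and epididymal secretory genes and the tests of explanations in this part were chosen after the results had been seen. The differences between ages were not tested, since each age has 1 array per genotype.

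Some cell type lists had medians on opposite sides of 0 at different ages. Each lay far from matched random lists, apart from differentiating spermatogonia at 1W, which were nearer to them (percentile 1.31). Sertoli cell genes had a median of -0.27 at 1W and 0.32 at 2W, and the paper does not report on this group as a whole. Peritubular genes had a median of 0.24 at E16.5 and -0.67 at 2W. Germ cell genes had a median of -0.65 at E16.5, 0.19 at D3 and -0.16 at 1W (22 of 32 lower), genes of differentiating spermatogonia of 0.15 at D3 and -0.14 at 1W, and meiosis genes of -0.30 at E16.5 and 0.16 at 2W.

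Genes of tissues outside the testis were higher in SCSKO at some ages, in groups the paper does not discuss. Digestive enzymes and lipid carriers of pancreas and intestine had a median of 0.33 at E16.5 and 0.33 at D3. Of its 18 genes, Apoa1, Apoc3 and Fabp1 are also in the list of PPAR targets, and 4 read at or above the array's median in all 6 arrays of the other ages than D3. Granule genes of neutrophils had a median of 0.55 at D3, where S100a8 read 9.60 in Shp2f/f and 10.45 in SCSKO, and of -0.58 at E16.5. At 1W the epididymis and duct list had a median of 0.37, the epididymal secretory list of 1.96 and the skeletal muscle list of 0.23 (16 of 23 higher). Of the 26 genes of the secretory list, 8 are in another list and 2 read at or above the array's median in all 6 arrays of the other ages, as did 5 of the 21 genes of the epididymis and duct list. Of those 21 genes, 9 are in another list.

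A candidate source of the pattern at 1W is RNA of epididymis in the SCSKO array. Among the 20 genes of the epididymis and duct list that were not among the 12 largest differences, the median was 0.34, above all 10000 random lists, which goes with that source. A testis ahead of its age is argued against, because the 680 other genes that were at least 2-fold higher at 2W than at D3 in Shp2f/f had a median of -0.11 at 1W (interval over genes -0.14 to -0.09). The abundant gene Spink8 read 11.21 in the SCSKO array at 1W and 8.45 in the Shp2f/f array, and it was high in both arrays of 2W as well (11.35 and 10.37). Whether dissection or genotype put more epididymal RNA in that array cannot be settled with 1 array, and an effect of the genotype stays open and untested.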

How the results depend on the processing

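With 1 array per genotype and age, a difference within an age has no replicate check, and the settings below show only how the values depend on the calculation. Of 2649 recalculated differences of named genes, 2471 moved by less than the spread over genes and 178 by more, and none of those at least 2-fold apart turned direction. Of 720 recalculated list medians, 536 moved by less than the spread of random lists, 182 moved by more and 2 that stood apart from random lists turned direction. The causes of these moves were not tested, apart from thresholds and filters that change the number of genes by construction. In all 3 ways of grouping, the arrays of each age were nearest neighbours. With the arrays divided into 4 groups, both arrays of an age were together at 3 of 4 ages. With the 2000 most variable genes this held at all 4 ages.

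At 1.5-fold, 477 genes were apart at E16.5, 180 at D3, 419 at 1W and 1140 at 2W. At 3-fold these were 23, 5, 31 and 42. Among genes whose higher array was at or above its upper quartile they were 19, 8, 23 and 126. Counted as probe sets, 54 were apart at D3 and 415 at 2W. Without genes of other tissues and of peritubular cells, a setting chosen after seeing the data, 42 were apart at E16.5. The counts at D3, 1W and 2W (29, 66 and 239) stayed within 1.5 times. With the mean of probe sets, 1 gene of Fig. 3C was at least 2-fold apart, against 3.

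As means instead of medians, tight junction genes at 2W had a difference of -0.0932, proteases -0.0838, focal adhesion -0.36 and matrix -0.48. At D3 the means were 0.10 for undifferentiated spermatogonia, 0.31 for differentiating spermatogonia, 0.32 for germ cell genes and 0.21 for meiosis. At 1W the mean turned direction for a list of 13 genes, Pou5f1 and those of Fig. 5C (0.13 against a median of -0.22). It also did so for proteases at E16.5 (-0.0039 against 0.08). With the mean of each gene's probe sets, the medians were 0.0211 for tight and 0.0448 for adherens junctions at 2W, and 0.0361 for undifferentiated spermatogonia and 0.235 for germ cell genes at D3. Over genes at or above the array's median, they were -0.10 for tight and -0.27 for gap junctions at 2W, and 0.22 for differentiating spermatogonia, 0.35 for germ cell genes and 0.26 for meiosis at D3. With loess the matrix median at 2W was -0.36.

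Lists and sets that held at least 2 genes 2-fold apart and more than matched random lists numbered 2 at E16.5, 8 at D3, 6 at 1W and 15 at 2W. At 1.5-fold these were 11, 16, 14 and 26, and over genes at or above the median 1 was left at E16.5. Over the 4 ages, camera called 11 of 40 lists at its preset correlation, 0 at an estimated correlation, and 7 to 12 when each age was left out in turn, the lowest without D3. No gene passed limma under any alternative, at 225 genes (no age block) to 1268 (median centring) with an unadjusted p under 0.05, and 714 without 1W. No paired analysis was possible beyond the age block because each genotype has 1 array per age, and within an age there is nothing to pair.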

Differences from the paper's values

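The paper gives, in words, an approximate number of altered genes at 2W, and it is higher than the 265 genes at least 2-fold apart here, by about 1.5 times. The paper's text states no threshold beside that number, and the legend of Supplemental Fig. 4 gives 2-fold. The alternatives set before the data were examined gave 415 probe sets, 329 genes by any of their probe sets, 271 genes after median centring, 262 after loess, 240 with the higher array at or above its median, 126 at or above its upper quartile, 185 by the mean of probe sets, 1140 at 1.5-fold and 42 at 3-fold. An approximate number does not tell which of the nearer counts it goes with.

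Of the 12 genes of Fig. 5C, 10 lay on the side the paper gives, and Kitl and Bmp4 did not. The paper states that both were higher in SCSKO, in Fig. 5C and in the text. At D3 Kitl differed by -0.25 and Bmp4 by -0.13, and both stayed below 0 with the mean of probe sets, loess and median centring. Of the 4 probe sets of Kitl, 1 was higher in SCSKO, by 0.01. The paper also names primary Sertoli cells and unpublished data for SCF, and its discussion places the rise of BMP4 in SCSKO Sertoli cells. The legend of Fig. 5C gives blots of some of these proteins in primary Sertoli cells at postnatal day 10. These measurements are not analysed here, and RNA of whole testis at D3 does not test them.

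The paper calls the genes of Fig. 3C and Fig. 5C altered. By their brightest probe sets, all 10 genes of Fig. 3C lay on the side the paper gives. Of these, 3 were at least 2-fold apart (Cldn1, Cldn15 and Tes). The smallest difference of the 10 was 0.64 (Gja1), so that all 10 pass at 1.5-fold. As the mean of probe sets, Cldn1 (-0.38) and Gja1 (0.46) do not pass. Of the 12 of Fig. 5C, 5 were at least 2-fold apart, and Ddx4 (0.69) and Epcam (0.64) pass at 1.5-fold. As the mean of its probe sets Epcam (0.36) does not. At 2W, F11r (-0.42), Cldn11 (0.18) and Plat (-0.18) were not 2-fold apart, although the text counts them among the altered genes.

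The paper lists tight junctions and gap junctions among the enriched pathways at 2W, from KEGG sets that were not used here. Of 47 tight junction genes, 3 were at least 2-fold apart (0.809 expected), and of 16 connexin and pannexin genes 0 were (0.208 expected). At 1.5-fold these were 8 (3.46 expected) and 4 (0.858 expected), the setting under which both lists held more genes than matched random lists. For focal adhesion, which the paper also lists, 4 of 48 genes were at least 2-fold apart, as given in the text.

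The paper states that at about 2 weeks DMRT1 protein was higher and PDGFA, FABP5 and PEM proteins were lower in SCSKO (Fig. 7C), and that ABP was lower in cultured Sertoli cells. On the arrays of 2W, Rhox5, which encodes PEM, was higher by 2.02 at its 1 probe set and stayed above 0 with loess and median centring. Shbg, which encodes ABP, was higher by 0.28. Fabp5 differed by 0.03, and its 2 probe sets lay between -0.21 and 0.03. Dmrt1 (0.30) and Pdgfa (-0.59) lay on the side of the blots. The arrays give RNA and the blots protein.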

Other observations

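The camera and limma tests over the 4 ages, the slopes on normal development and the list medians of 40 lists in this part were set before the data were examined. The placental, epididymal secretory and serous lining lists, the comparison of label swaps and the tests of explanations were chosen after the results had been seen.

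At 2W, some metabolic and growth lists lay on the same side as the Sertoli and Leydig cell genes, as medians of 1 array pair without a test. Of 20 enzymes and regulators of cholesterol synthesis, 17 were higher in SCSKO (median 0.24, above all 10000 random lists), with Dhcr7 at 0.53 and Hsd17b7 at 0.46. Genes of Sertoli cell maturation and hormone response had a median of 0.23 over 23 genes, with Corin higher by 1.39. Of 34 proliferation genes, 25 were higher (median 0.11, percentile 99.96), among them Cdc6 (0.46) and Mki67 (0.41), while the median of this list was -0.09 at E16.5, -0.05 at D3 and -0.13 at 1W. Genes that FoxO factors drive when Akt is low were lower in 17 of 20 cases (median -0.20), with Fbxo32 at -0.73 and Klf2 at -0.61. Genes of p53 and apoptosis had a median of -0.21 over 20 genes, and retinoic acid genes of -0.14 over 20 genes, with Rbp4 at -1.03 and Lrat at -0.88. Within the leukocyte list the antigen presentation genes H2-Aa (0.89), Cd74 (0.85) and H2-Ab1 (0.63) were higher, while Cd163, a marker of resident macrophages, was lower (-0.75). Fat cell genes (median -0.38), skeletal muscle genes (-0.26), epididymal secretory genes (-0.40) and genes of carbonic anhydrases and nitrogen metabolism (-0.14) were lower. Ovarian somatic genes (-0.08), glutathione and P450 genes (0.04), PPAR targets (-0.01), red cell genes (0.10), spermatid genes (0.00), niche factors (-0.01), placental genes (0.03) and reference genes (-0.01) lay nearer to 0 at that age.

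Further lists, among them the leukocyte list, also had medians on opposite sides of 0 at different ages. Matrix genes had a median of 0.16 at E16.5 and -0.39 at 2W, focal adhesion genes of 0.12 and -0.29, and skeletal muscle genes of -0.37 at E16.5, 0.23 at 1W and -0.26 at 2W. Cholesterol synthesis genes had a median of -0.17 at E16.5, -0.11 at D3 and -0.18 at 1W, against 0.24 at 2W. Leukocyte genes had a median of 0.14 at E16.5, -0.13 at 1W and 0.15 at 2W. These differences between ages were not tested.

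Some genes differed the same way at all 4 ages by their brightest probe sets. Dusp6, a phosphatase that ERK induces and that acts on ERK, differed by -0.35 at E16.5, -0.68 at D3, -0.56 at 1W and -0.35 at 2W. Etv5, another gene that ERK induces, differed by -0.46, -0.42, -0.37 and -0.35, but by 0.01 at E16.5 as the mean of its 3 probe sets. In limma with age as a block their mean differences were -0.48 and -0.40, with an adjusted p of 0.742 for both. The 10 smallest p-values for lower genes were those of Etv5, Trim47 (-0.44), Steap4 (-0.62), 4930486L24Rik (-0.96), Tmprss13, Dyrk3, Hsbp1l1, Car3, Fabp4 and Cox7a1, the last 6 with mean differences of -0.55 to -0.72. For higher genes they were those of Fam107a (0.43), Nipal1 (0.42), Smg1 (0.49), Krt222 (0.50), Lbx2, Pitpnm2os1, Lrmda, Gm10419, 9430053O09Rik and Kcnh3, the last 6 with mean differences of 0.31 to 0.41. Car3 and Fabp4 are abundant in fat cells.

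Over the 4 ages limma called 0 genes, with 565 higher and 643 lower at an unadjusted p under 0.05 and a smallest adjusted p of 0.742. With median centring these were 352 higher and 916 lower, without 1W 336 and 378, and without the age block 158 and 67. The methods' Student test gave 415 genes at that level and its form paired by age 1049, and 0 after adjustment in both. The 8 possible swaps of genotype labels within ages are too few for a share under 0.05. The real labels gave 1208 genes at the unadjusted level, 1 of the 8 with as many, and the highest other swap 1023. Camera at its preset correlation called 11 of 40 lists, 9 of them lower, with the smallest adjusted p for immediate early and heat shock genes (0.000199). Endothelial and matrix genes had an adjusted p of 0.00200, fat cell genes of 0.00436 and genes that rise with ERK activity of 0.00511. With an estimated correlation camera called none of the 40 lists (0.862 for endothelial, 0.959 for matrix, 0.744 for fat cell and 0.744 for ERK genes, the smallest adjusted p being 0.744), and fry called none either, with a smallest adjusted p of 0.429. When each age was left out in turn, camera called only the immediate early and fat cell lists every time. Its adjusted p was 0.168 for endothelial, 0.651 for matrix and 0.804 for focal adhesion genes without 2W, when FoxO genes were not called either, 0.135 for ERK, 0.135 for red cell and 0.141 for p53 genes without D3, and 0.206 for spermatid and 0.452 for ovarian somatic genes without 1W. Camera called germ cell genes lower without D3 (adjusted p 9.71e-06) and without 2W (0.00791). The lists it called lower without 2W also included Sertoli cell (3.02e-06), cholesterol synthesis (1.38e-05) and proliferation genes (0.00221). Without E16.5 it called meiosis genes higher (0.00565). No member of a list passed over all genes in limma. Adjusted over the list alone, 5 fat cell genes (4 lower), 2 genes of the ERK list and 2 of undifferentiated spermatogonia passed. So did 1 each of the list of Fig. 5C with Pou5f1, skeletal muscle, red cells, PPAR targets and carbonic anhydrases. All were lower apart from the 1 fat cell gene, and the lists share genes. Against normal development, the difference at each age had a slope on the Shp2f/f change between other ages of -0.0574 at E16.5, -0.0401 at D3, -0.0299 at 1W and -0.185 at 2W over all genes (Pearson's r across genes -0.06, -0.16, -0.07 and -0.16), and genes are not independent replicates.

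Other genes that the paper names for protein or staining had these array values. Gdnf differed by -0.27 at E16.5, -0.43 at D3, -0.08 at 1W and -0.14 at 2W. Kit differed by -0.44 at 1W and -0.45 at 2W. At 1W Stra8 was higher by 0.79 and Sycp3 by 0.03. Among hormone response genes, which the paper measured as protein in cultured Sertoli cells or in testes at 2 weeks (Fig. 7), Rhox5 differed by 0.24 at 1W and 2.02 at 2W, Shbg (ABP) by -0.70 and 0.28, Dmrt1 by -0.56 and 0.30, Fabp5 by -0.45 and 0.03, Pdgfa by 0.14 and -0.59, and Fshr by -0.57 and 0.50. For mature Sertoli cells, Wt1 differed by 0.23 and 0.00, and Gata1 by -0.21 and 0.50. Zbtb16 encodes PLZF, and the paper reports fewer PLZF-positive cells after 1 week. Its brightest probe set was higher in SCSKO by 0.75 at E16.5, 0.31 at 1W and 0.46 at 2W and differed by -0.01 at D3, and its probe sets lay between -0.02 and 0.58 at 2W. At 2W Thy1 differed by -0.70, Lif by -0.37, Igf1r by 0.35, Egfr by 0.42, Bmpr2 by 0.46, Bmpr1a by 0.04 and Plau, which read below the array's median, by -0.05.

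Placental genes were higher in the Shp2f/f array than in the SCSKO array at E16.5. The normalization of that pair is argued against as the whole cause, because it moves genes of equal intensity alike, and among 10000 random lists matched on the mean of the pair the lowest median was -0.11, against -0.72 for the placental list. The 34 placental genes outside the 12 largest differences had a median of -0.22, below all 10000 random lists, but the list was written after these differences were seen, so placental RNA in the Shp2f/f array stays open too. Of the 45 genes of the list, 3 read at or above the array's median in all 6 arrays of the other ages, and the abundant Tpbpa read 10.24 in that array, 6.20 in SCSKO, and 6.21 and 5.51 in the arrays of 2W, against 3.68 to 3.96 in the arrays of D3 and 1W. An effect of the genotype on these genes stays open and untested.

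Genes of the serous lining, smooth muscle and matrix were lower in SCSKO at 2W. A smaller share of all tissue outside the tubules is argued against by the 40 Leydig and leukocyte genes. They had a median of 0.17 and a lower quartile of -0.12, above the peritubular median of -0.67. A change within the cell types that were higher stays open. Endothelial genes (19 of 21 lower, median -0.47) and fat cell genes (15 of 20 lower, median -0.38) went the other way. A smaller share of some of the tissue outside the tubules therefore stays open. The 9 serous lining genes other than Msln, Prg4 and Upk3b had a median of -1.21, below the peritubular median and all 10000 random lists, but the list was written after these differences were seen, so a smaller share of the surface layer in the SCSKO array stays open. Of the abundant genes of the list, Nkain4 read 9.46 in Shp2f/f and 8.68 in SCSKO at 2W and Upk3b read 9.38 and 7.49, against 9.90 to 10.24 for Upk3b in the 6 arrays of the other ages, in all of which 10 of the 12 genes of the list read at or above the median. Whether capsule was removed in dissection or the genotype acts on these cells was not tested.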
